# A Gene Regulatory Network for Root Epidermis Cell Differentiation in Arabidopsis

**DOI:** 10.1371/journal.pgen.1002446

**Published:** 2012-01-12

**Authors:** Angela Bruex, Raghunandan M. Kainkaryam, Yana Wieckowski, Yeon Hee Kang, Christine Bernhardt, Yang Xia, Xiaohua Zheng, Jean Y. Wang, Myeong Min Lee, Philip Benfey, Peter J. Woolf, John Schiefelbein

## Abstract

The root epidermis of Arabidopsis provides an exceptional model for studying the molecular basis of cell fate and differentiation. To obtain a systems-level view of root epidermal cell differentiation, we used a genome-wide transcriptome approach to define and organize a large set of genes into a transcriptional regulatory network. Using cell fate mutants that produce only one of the two epidermal cell types, together with fluorescence-activated cell-sorting to preferentially analyze the root epidermis transcriptome, we identified 1,582 genes differentially expressed in the root-hair or non-hair cell types, including a set of 208 “core” root epidermal genes. The organization of the core genes into a network was accomplished by using 17 distinct root epidermis mutants and 2 hormone treatments to perturb the system and assess the effects on each gene's transcript accumulation. In addition, temporal gene expression information from a developmental time series dataset and predicted gene associations derived from a Bayesian modeling approach were used to aid the positioning of genes within the network. Further, a detailed functional analysis of likely bHLH regulatory genes within the network, including *MYC1*, *bHLH54*, *bHLH66*, and *bHLH82*, showed that three distinct subfamilies of bHLH proteins participate in root epidermis development in a stage-specific manner. The integration of genetic, genomic, and computational analyses provides a new view of the composition, architecture, and logic of the root epidermal transcriptional network, and it demonstrates the utility of a comprehensive systems approach for dissecting a complex regulatory network.

## Author Summary

A current challenge in the field of developmental biology is to define the composition and organization of gene networks that direct the pattern and differentiation of cells, tissues, and organs. In this study, we address this problem using Arabidopsis root epidermis development, a relatively simple model for studies of cell pattern formation and differentiation in plants. We used a tissue-specific cell sorting approach to define more than 1,500 genes whose transcripts differentially accumulate in the developing root epidermis. A series of transcriptome analyses were performed with 17 root epidermal mutants and 2 plant hormone treatments to dissect the regulatory relationships between 208 core genes. In addition, gene expression information from a developmental time series dataset was used to organize genes temporally. The results provide insight into the composition, organization, and logic of a developmental gene regulatory network. Furthermore, this work demonstrates the utility of an integrated analysis in gene regulatory network construction using genetic, genomic, and computational approaches.

## Introduction

A current goal in molecular biology research is to understand the organization and logic of complex gene regulatory networks. To this end, genome-scale approaches have been used to generate large datasets concerning the identity and expression of genes in time and space. Although there is great interest in using expression datasets to understand transcriptional regulation of gene pathways [1], [2], we currently have only a rudimentary understanding of the way genes are organized into and coordinately function in complex networks to generate the flexibility and stability inherent in many biological processes.

The Arabidopsis root epidermis provides a potentially useful model for studying gene networks, due to its developmental simplicity and abundant molecular genetic resources [3], [4], [5]. The root epidermis is composed of a single layer of cells organized into rows (or files) whose entire developmental history has been defined from embryonic origin to mature cell types [6], [7], [8] (Figure 1). Continuous transverse divisions in the root meristematic region generate new epidermal cells that become progressively more differentiated as they age, ultimately becoming root hair cells or non-hair cells. These two cell types arise in a position-dependent pattern, with root-hair cells specified over the intercellular space between underlying cortical cells (the “H” cell position) and non-hair cells developing over a single cortical cell (the “N” position), implying that positional cues play a role in cell fate determination [9], [10] (Figure 1). In addition to differing in the formation of a root hair (a long tubular extension that extends via polarized unicellular (tip) growth), the root hair cells and non-hair cells exhibit differences in their rate of cell division [11], cell length [9], [12], cytoplasmic density [9], [10], vacuolation rate [10], cell surface features [9], [13] and chromatin organization [14], which indicate that these cell types undergo distinct cell differentiation programs.

**Figure 1:**
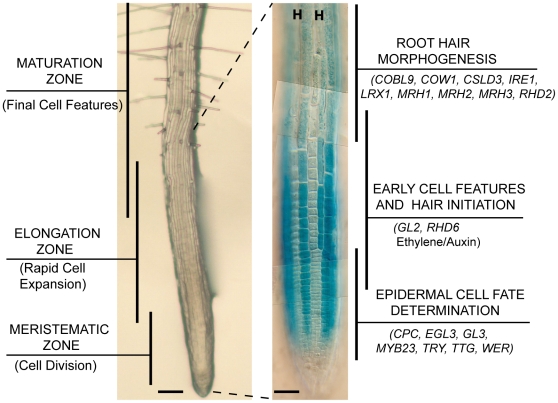
Development of the Arabidopsis root epidermis. Low-magnification images of root tips from Arabidopsis seedling roots showing the series of developmental events that occur from undifferentiated cells (bottom) to mature cells (top). Left: The three major zones of developmental activities are indicated. Scale bar: 100 µm. Right: A root expressing the non-hair cell marker *GL2::GUS* illustrates the file-specific pattern of developing hair cell files (unstained; indicated as “H”) and non-hair cell files (blue-stained cells). Major epidermal differentiation events are indicated, together with a list of genes known to be involved in each event. Scale bar: 50 µm.

A large collection of genes influencing root epidermal cell differentiation has been identified using forward and reverse genetic approaches (Figure 1) [5], [15]. Five genes, *TRANSPARENT TESTA GLABRA* (*TTG*), *GLABRA3* (*GL3*), *ENHANCER OF GLABRA3* (*EGL3*), *WEREWOLF* (*WER*), and *MYB23* encode transcription factors that act at an early stage to specify the non-hair fate, because mutations in these (alone or in combination) lead to the formation of root-hair cells in place of non-hair cells (“hairy” mutants) [10], [12], [16], [17], [18]. Three genes, *CAPRICE* (*CPC*), *TRIPTYCHON* (*TRY*), and *ENHANCER OF TRY AND CPC* (*ETC1*), help specify the hair cell fate and mutations in them (alone or in combination) cause non-hair cells to develop in place of hair cells (“hairless” mutants) [19], [20], [21]. Current models suggest that TTG (a small WD-repeat protein [22]), GL3 and EGL3 (bHLH transcription factors [23], [24], [25]), and WER and MYB23 (MYB-type transcription factors [17], [18]) act in a central transcriptional complex in the N cells to promote the non-hair cell fate. This central complex also mediates lateral inhibition by promoting transcription of *CPC*, *TRY*, and *ETC1*, which are small one-repeat MYB proteins able to move to adjacent H cells and inhibit WER/MYB23-GL3/EGL3-TTG complex formation [19], [20], [21], [26], [27], [28], [29], [30], [31], [32], [33]. In addition, the central complex represses expression of the *GL3/EGL3* bHLH genes, and as a result, bHLH proteins are thought to move from the H to the N cells [24]. The appropriate hair/non-hair cell-type pattern is proposed to be initiated by positional cues acting through the SCRAMBLED LRR receptor-like kinase to influence the relative abundance of the transcription complexes in the H and N cell positions [34], [35], [36].

The early-acting root epidermis transcription factors are thought to control the expression of numerous genes encoding transcriptional regulators, signaling molecules, enzymes, and structural proteins responsible for cell-type-specific morphogenetic and biochemical events. One of these genes, *GLABRA2* (*GL2*), encodes a homeodomain-leucine-zipper (HD-Zip) transcription factor protein [37] required for non-hair cell differentiation [12], [38]. The *ROOT HAIR DEFECTIVE6* (*RHD6*) gene is likely to be negatively regulated by GL2, and it encodes a basic helix-loop-helix (bHLH) transcription factor that, together with a related bHLH protein (RSL1), is required for root-hair cell differentiation [39], [40], [41]. Later morphogenesis events in the epidermal cells are influenced by proteins controlling cell wall biosynthesis, cytoskeletal activities, and production/trafficking of extracellular materials, such as COW1, COBL9, IRE1, LRX1, and the MRH proteins (reviewed in [5], [15]) (Figure 1). Root hair cell differentiation is also influenced by the plant hormones auxin and ethylene, which promote hair initiation and morphogenesis, although the precise molecular basis is unclear [40], .

To expand our understanding of the composition, organization, and function of the gene network that governs root epidermis differentiation, we conducted a large-scale comparative transcriptome analysis using root epidermis mutants and plant hormone treatments. We reasoned that perturbing the network with specific mutations and treatments would elicit transcriptional changes that could be used to dissect the network and define the relative positions of the member genes. Further, we combined this approach with temporal gene expression information from a developmental time series dataset as well as the molecular genetic analyses of selected newly identified transcription factor genes. Together, the results provide new insights into the gene regulatory network controlling root epidermis development, including the kinds of component genes, their organization into distinct transcriptional branches, and their response to external factors. These results provide a resource for future studies and demonstrate the utility of a mutant-based transcriptome analysis for dissecting the architecture of a regulatory network.

## Results

### Identification of Genes in the Root Epidermal Cell Differentiation Pathway

As a first step toward generating a gene regulatory network for root epidermis development, we defined a collection of genes involved in this process. Given that the WER/MYB23, GL3/EGL3, TTG, and CPC/TRY are the earliest-known transcriptional regulators of the root-hair/non-hair cell fates, we conducted a microarray-based comparison of lines homozygous for mutations in these to identify genes under their transcriptional control and preferentially expressed in one or the other cell type (Figure 2A). Three of the mutant lines produce excessive root-hair cells (“hairy lines”; *wer myb23*, *gl3 egl3*, and *ttg*) and one line produces only non-hair cells (‘hairless line”; *cpc try*) (Figure S1C; Table S1). We reasoned that employing multiple independent hairy mutant lines would maximize the robustness of our analysis by eliminating potential false positives caused by effects on processes unrelated to epidermis development.

**Figure 2:**
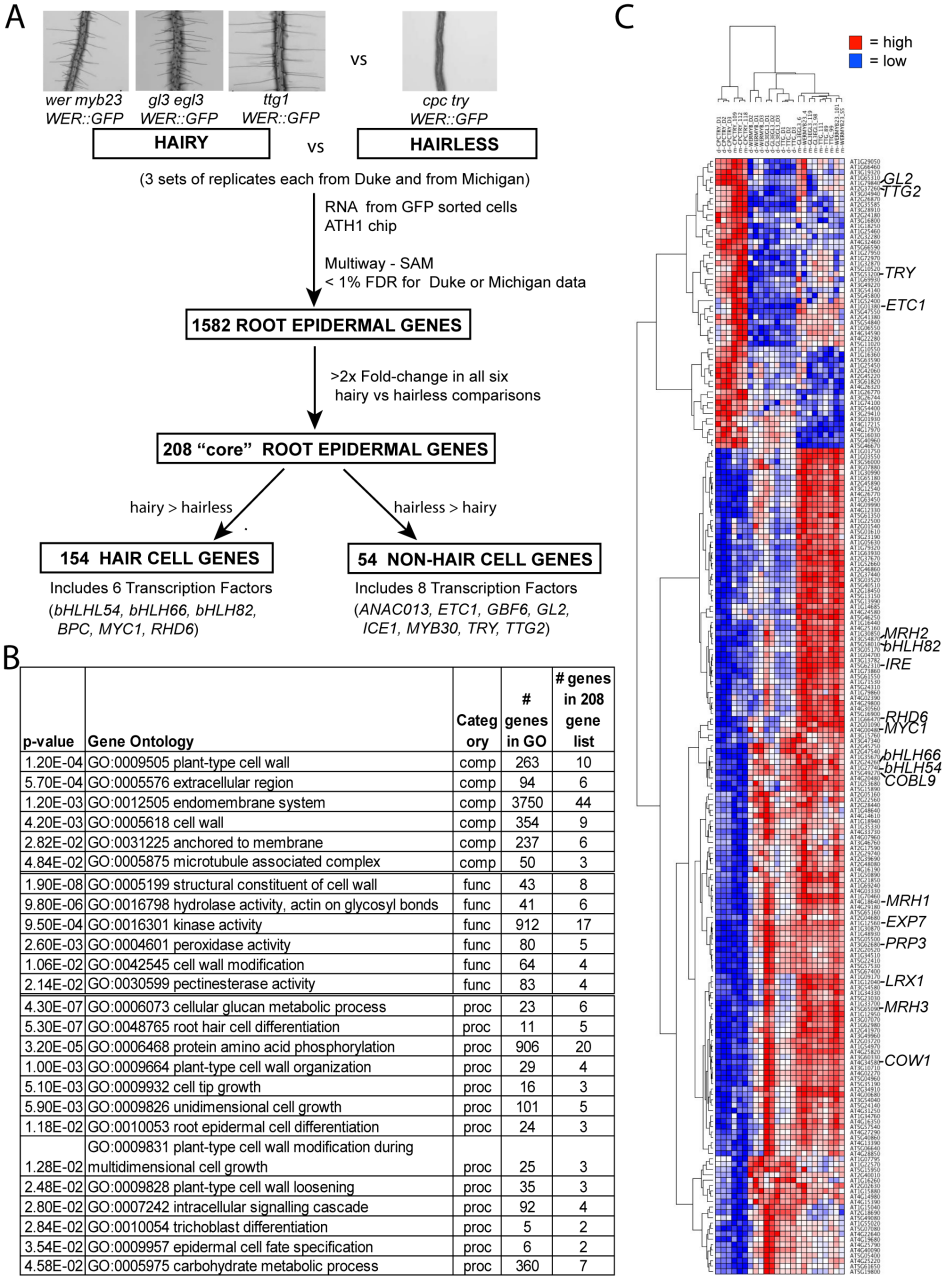
Identification of genes in the root epidermis differentiation pathway. (A) Flow chart of the steps used to define 154 root-hair cell genes and 54 non-hair cell genes used to build the root epidermal gene network. (B) List of gene ontology (GO) categories that are significantly (p<0.05) overrepresented among the core 208 root epidermal genes. (C) Hierarchical clustering of the 208 core root epidermal genes, based on their relative transcript accumulation in Affymetrix ATH1 microarrays using *WER::GFP*-expressing cells from three replicates of the *wer myb23*, *gl3 egl3*, *ttg*, and *cpc try* mutants. Red = high transcript level; Blue = low transcript level. The order of microarray samples along the x-axis is as follows: Columns 1–3, *cpc try* (Duke); Columns 4–6, *cpc try* (Mich); Columns 7–9, *wer myb23* (Duke); Columns 10–12, *gl3 egl3* (Duke); Columns 13–15, *ttg* (Duke), Column 16, *gl3 egl3* (Mich); Column 17, *wer myb23* (Mich); Columns 18–19, *gl3 egl3* (Mich); Columns 20–22, *ttg* (Mich); Columns 23–24, *wer myb23* (Mich). On the right side, specific gene names represent the genes analyzed in the mutant microarrays or genes previously known to be regulated by the WER/MYB23-GL3/EGL3-TTG pathway.

To focus on gene expression in the developing root epidermis, the *WER::GFP* transgene [17] was incorporated into each of the four mutant backgrounds and *WER::GFP*-expressing cells and their RNA were obtained via a fluorescence-activated cell sorting (FACS) approach [44], [45]. The *WER::GFP* marker was selected for this purpose because (1) *WER* acts at the top of the epidermal specification hierarchy and its spatial expression is not significantly affected by alterations in other components in the network (Figure S2), (2) *WER::GFP* is expressed in all stages of differentiating root epidermal cells, from the initial cells through the final differentiation zone [17], and (3) *WER::GFP* is expressed in both differentiating hair and non-hair cell types, although it is preferentially expressed in the non-hair cells [17] (Figure S2).

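Each array measured RNA from root cells sorted for WER::GFP, a green fluorescent reporter of the developing epidermis. The authors deposited log2 values made by robust multichip averaging (RMA) with quantile normalization, 1 value per gene and array. After 64 control probe sets were left out, 21440 genes remained. For the wer myb23, gl3 egl3, ttg and cpc try lines, 12 arrays from each facility entered the analysis, and the number of arrays limited the precision of every value. Array medians lay between 6.02 and 6.14 for the Duke arrays and between 6.5 and 6.86 for the 63 arrays measured at Michigan, and the 5th percentile was near 3.9 at Duke and near 2.89 at Michigan. The correlation between replicate arrays of a line was between 0.913 and 0.997 at Duke and between 0.898 and 0.992 at Michigan, across genes, which are not independent replicates. Within each facility, a linear model with 1 mean per line was fitted to every gene with limma. The mean of the 3 hairy lines was compared with cpc try by limma's moderated test, and p-values were adjusted over all genes by the Benjamini-Hochberg method. The facilities were fitted apart, because their values did not share 1 distribution. In data simulated for this comparison, with 200 genes changed, the fit recovered 88.5% of them for Michigan and 93.5% for Duke at an FDR of 1%.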

Triplicate microarray experiments were conducted, using ATH1 Affymetrix arrays, for each of the four lines (*wer myb23*, *gl3 egl3*, *ttg*, and *cpc try*) at each of two different facilities (at the University of Michigan and at Duke University) to maximize recovery of genotype-dependent transcript differences (six biological replicates for each genotype; 24 total microarrays). A total of 1,582 genes exhibited a significant difference in transcript abundance (q<0.01) between the hairy and hairless mutant lines in at least one of the two comparisons (Michigan or Duke; Figure 2A; Table S2). 

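At an FDR of 1% in limma's test, 1096 genes differed between the hairy lines and cpc try in the Michigan arrays, 675 of them higher and 421 lower in the hairy lines. In the Duke arrays 741 genes differed, 355 higher and 386 lower. The union held 1534 genes, and 303 genes differed at both facilities, 302 of them in the same direction. Over the called genes the log2 fold changes from Michigan and Duke had a correlation of 0.79, a value across genes, which are not independent replicates. Of the 1582 genes in Table S2, 1145 (72.4%) were among the called genes and 437 were not, and every 1 of the 1582 had an unadjusted p under 0.05 at 1 facility or more. The list took in 942 (85.9%) of the genes called at Michigan and 481 (64.9%) of those called at Duke. An unadjusted p under 0.01 moved the union most, to 4413 genes, while a fit with only the hairy and hairless classes gave 183 genes at Duke and a union of 954.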

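The counts depended on single arrays. Leaving out cpc try replicate 2 at Michigan gave 502 genes there, and leaving out cpc try replicate 3 gave 477 genes and a union of 1015. At Duke the count was 395 without cpc try replicate 1, 252 without cpc try replicate 2 and 210 without cpc try replicate 3. It was 421, 399 and 456 without ttg replicate 1, 2 or 3, and rose to 1488 without wer myb23 replicate 2. When cpc try is reduced to a pair of arrays, its spread is taken from the other lines.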

The proteins encoded by these genes are overrepresented (p<0.05) in gene ontology (GO) classes consistent with root epidermis activities, including the general categories of cell wall biosynthesis, cellular secretion, and expansion, as well as the specific processes of root hair cell differentiation, epidermal cell fate specification, and root hair elongation (Table S3).

To focus on a smaller set of genes strongly influenced by these transcriptional regulators, we subjected the 1,582 genes to a secondary filter, requiring at least 2.0-fold change in transcript level in each individual comparison between the hairless line (*cpc try*) and the three hairy lines (*wer myb23*, *gl3 egl3*, *ttg*) and in the same direction in both the Duke and Michigan data (a total of six comparisons). We identified 208 genes that satisfied these criteria (referred to as “core root epidermal genes”); including 154 genes with transcripts more abundant in each of the three hairy lines (referred to as “hair genes”), and 54 genes with transcripts more abundant in the *cpc try* line (referred to as “non-hair genes”) (Figure 2; Table S4).

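The filter was applied to the genes past 1% FDR at either facility, with the mean log2 value of each hairy line set against that of cpc try. It kept 147 hair genes, of which 143 were in the core list of Table S4 and 4 were not, and 61 non-hair genes, of which 52 were in the list and 9 were not. The list held 11 hair genes and 2 non-hair genes that the filter did not keep. Of the 208 core genes, 196 differed more than 2-fold in each of the 6 comparisons, and 1 of these was not past 1% FDR. The other 12 fell short of 2-fold in at least 1 comparison, with a smallest log2 difference of 0.80. With any single array left out, the filter kept between 138 and 171 hair genes and between 48 and 71 non-hair genes. At 1% FDR, 206 core genes were called at either facility and 135 at both. Adjusted over the list alone, 206 core genes were called at Michigan and 204 at Duke, which is not independent evidence because the list was chosen on these samples.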

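At Michigan the largest log2 differences in favour of the hairy lines were those of PRP3 (AT3G62680), AT3G12540 and AT3G54580, at 5.93, 5.88 and 5.84, and the largest in favour of cpc try were -5.23 for AT5G46670, -4.57 for AT2G35585 and -4.50 for TRY (AT5G53200). At Duke XTH14 (AT4G25820), PRP3 and AT1G30870 led with 6.11, 6.02 and 5.67, and AT3G19320, GL2 (AT1G79840) and XTH17 (AT1G65310) were lowest with -4.44, -4.42 and -4.16. For each of these genes the replicates of the hairy lines did not overlap those of cpc try. The paper used this filter to focus on genes on which the early transcriptional regulators act strongly, and takes those that pass as the core of the network.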

Validation of this root epidermal gene set was provided by data from several independent (non-microarray based) sources. 

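The log2 difference between the hairy lines and cpc try was -3.58 for GL2 (AT1G79840) at Michigan (standard error 0.85, adjusted p = 0.0191 in limma), short of the 1% FDR, and at Duke its adjusted p was 1.28e-05 (standard error 0.25). Without gl3 egl3 replicate 2 the Michigan difference of GL2 was -4.10 and past 1% FDR. ETC1 (AT1G01380) differed by -2.34 at Michigan (standard error 0.40, adjusted p = 0.00312 in limma) and by -1.90 at Duke (standard error 0.18, adjusted p = 0.000199), and at Michigan it fell short of 1% FDR without cpc try replicate 1, 2 or 3, with differences between -2.60 and -2.16 over all arrays left out. RHD6 (AT1G66470) was higher in the hairy lines by 5.17 at Michigan (standard error 0.20, adjusted p = 5.55e-08 in limma) and by 2.97 at Duke (standard error 0.17, adjusted p = 1.28e-05), where a fit of only the hairy and hairless classes did not place it past 1% FDR. For PRP3 (AT3G62680) the standard error was 0.21 at Michigan and 0.40 at Duke, with adjusted p-values of 3.93e-08 and 2.99e-05 from limma. TTG2 (AT2G37260) was lower, at -2.56 for Michigan (standard error 0.53, adjusted p = 0.00929 in limma) and -2.01 for Duke (standard error 0.13, adjusted p = 2.99e-05). The Michigan call of TTG2 was lost when any array but gl3 egl3 replicate 2 was left out, with differences between -2.89 and -2.36, and under the median shift, the array series as a factor and the fit of only the classes. EXP7, named EXPA7 (AT1G12560) in the annotation, was higher by 5.53 at Michigan (standard error 0.22) and by 4.91 at Duke (standard error 0.56), past 1% FDR at each. When genes in the lowest part of the signal range were left out, ETC1 was not past 1% FDR at Duke.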

First, this 208 gene set includes all six genes that had previously been shown to be transcriptionally regulated by one or more of the WER/MYB23, GL3/EGL3, TTG, or CPC/TRY transcription factors in the root epidermis: *GL2* [12], [46], *ETC1* [47], [48], *RHD6* [41], *PRP3* [49], *TTG2* [50], and *EXP7* [51]. Also, this list included eight additional genes that have been functionally linked to the process of root epidermis development, via mutational or misexpression studies (*COBL9*, *COW1*, *IRE1*, *LRX1*, *MRH1*, *MRH2*, *MRH3*, *MRH6*; Table S4). In addition, GO analyses demonstrated that genes associated with root epidermis-related categories, such as “root hair cell differentiation”, “cell tip growth”, root epidermal cell differentiation”, and “trichoblast differentiation” are significantly overrepresented (p<0.05) in the 208 gene set (Figure 2B). 

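All 8 genes were higher in the hairy lines than in cpc try at both facilities. At Michigan the log2 differences were 4.56 for COBL9 (AT5G49270), 4.46 for COW1 (AT4G34580), 5.56 for IRE1 (AT5G62310), 5.16 for LRX1 (AT1G12040), 5.25 for MRH1 (AT4G18640), 3.69 for MRH2 (AT3G54870), 3.43 for MRH3 (AT5G65090) and 4.79 for MRH6. At Duke they were 4.02, 4.12, 2.46, 2.25, 3.31, 2.08, 2.62 and 4.07 in the same order. Every one was past 1% FDR in limma's test except LRX1 at Duke, which had a standard error of 0.58 and an adjusted p of 0.0391.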

Finally, a high proportion of genes from this gene set (34/208) contains the consensus sequence for a putative “root hair element” (RHE; [52]) within 1 kb of their predicted translation start sites (Table S4).

### Analysis of New Transcription Factor Genes in the Root Epidermis Pathway

Using GO analysis and Arabidopsis genome annotation information, 14 of the 208 core root epidermal genes were predicted to encode transcription factors (Table S4; Figure 2A). At the time of this analysis, only five of these 14 were known to be associated with root epidermal development (*TRY*, *ETC1*, *GL2*, *TTG2*, and *RHD6*; Table S4). 

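Of the 8 bHLH genes of Table 1 besides RHD6 that are represented on the ATH1 array, 4 were higher in the hairy lines than in cpc try at both facilities by more than 7-fold. MYC1 (AT4G00480) was 28.9-fold higher at Michigan and 7.41-fold at Duke, with log2 differences of 4.85 (standard error 0.33, adjusted p = 2.46e-06 in limma) and 2.89 (standard error 0.45, adjusted p = 0.00366). bHLH54 (AT1G27740) was 36-fold higher at Michigan (standard error 0.32, adjusted p = 1.15e-06 in limma) and 10.7-fold at Duke (standard error 0.40, adjusted p = 0.000705). bHLH66 (AT2G24260) was 15.3-fold higher at Michigan (adjusted p = 1.31e-05 in limma) and 7.14-fold at Duke (adjusted p = 0.000189). bHLH82 (AT5G58010) was 44.2-fold higher at Michigan (standard error 0.35, adjusted p = 1.5e-06 in limma), while its 7.05-fold difference at Duke fell short of 1% FDR (standard error 0.55, adjusted p = 0.0109). Standard errors are in log2 units. Without gl3 egl3 replicate 3 or wer myb23 replicate 2, bHLH82 was past 1% FDR at Duke, with log2 differences between 2.62 and 3.06 over all arrays left out, and it was also past it when dim genes were left out of the test. The Duke call of MYC1 was lost without cpc try replicate 1, 2 or 3 or ttg replicate 1 or 2, although its log2 difference stayed between 2.66 and 3.10, and it was lost under significance analysis of microarrays (SAM) and in a fit of only the hairy and hairless classes.
Of the other genes, EGL3 (AT1G63650) was 3.57-fold higher at Michigan (standard error 0.28, adjusted p = 0.00134 in limma) and 4.42-fold at Duke (standard error 0.40, adjusted p = 0.0092). Its Michigan call was lost without cpc try replicate 3, with log2 differences between 1.68 and 2.08, and its Duke call when any array but wer myb23 replicate 1 or 2 was left out, with log2 differences between 1.91 and 2.36, and under the replicate block, SAM and the fit of only the classes. TT8 stayed at 1.06-fold and 1.04-fold. bHLH7 (AT1G03040) stood at 0.78-fold in the Michigan and 0.668-fold in the Duke arrays, not past 1% FDR. bHLH59 (AT4G02590) was 0.521-fold at Michigan, past 1% FDR (adjusted p = 0.00543 in limma), and 0.765-fold at Duke (adjusted p = 0.0769). The Michigan call of bHLH59 held only without gl3 egl3 replicate 2, ttg replicate 3, wer myb23 replicate 2 or wer myb23 replicate 3, with log2 differences between -1.01 and -0.90, and was lost under the replicate block, SAM and the fit of only the classes. The values per array are plotted for the 4 genes with the largest differences.

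**Figure D1:**
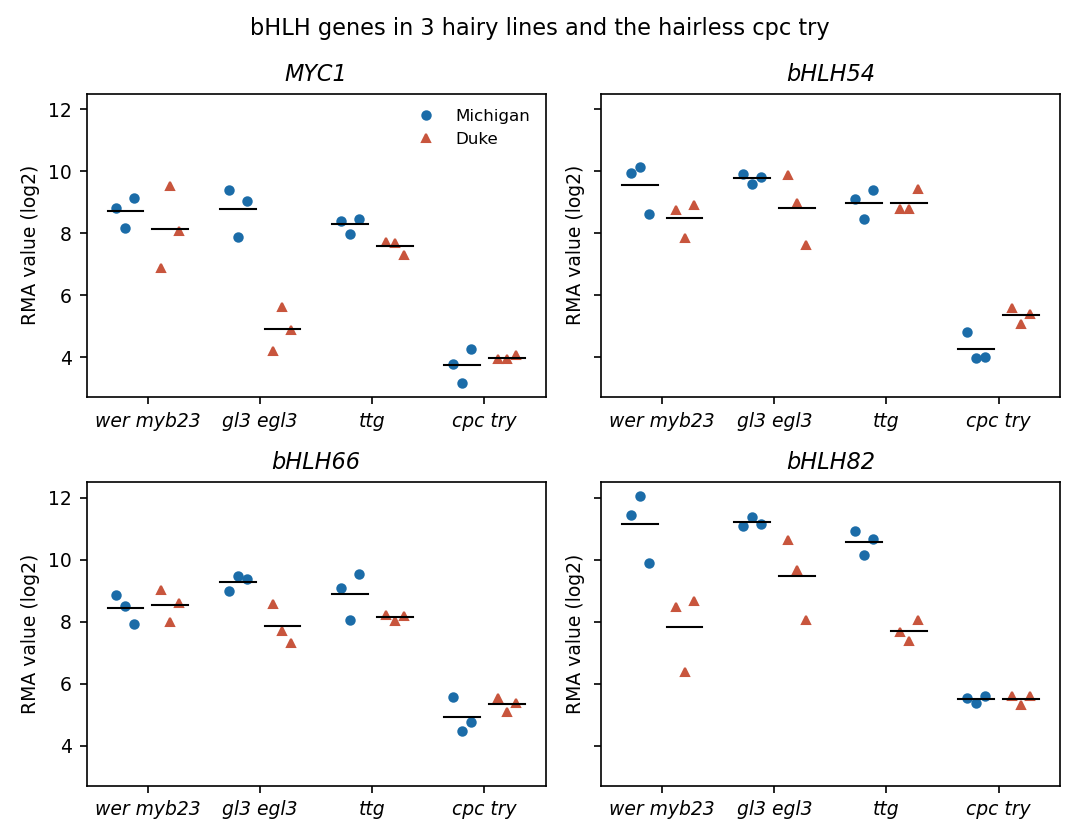
Log2 RMA values of MYC1, bHLH54, bHLH66 and bHLH82 in each array, 3 per line and facility, with circles for Michigan, triangles for Duke and a bar at each mean. In cpc try the Michigan values of MYC1 lie between 3.16 and 4.28 and its Duke values between 3.93 and 4.09.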

Among the nine others, four encode bHLH transcription factors preferentially expressed in root hair cells: *MYC1*, *bHLH54*, *bHLH66*, and *bHLH82* (Table 1; Figure 2C; Table S4). Given the importance of other bHLH proteins in the transcriptional control of root epidermis development (e.g. *GL3*, *EGL3*, and *RHD6*), we selected these four genes for detailed study, and multiple homozygous insertion mutants were identified and analyzed for each gene (Table S1; Figure 3).

**Figure 3:**
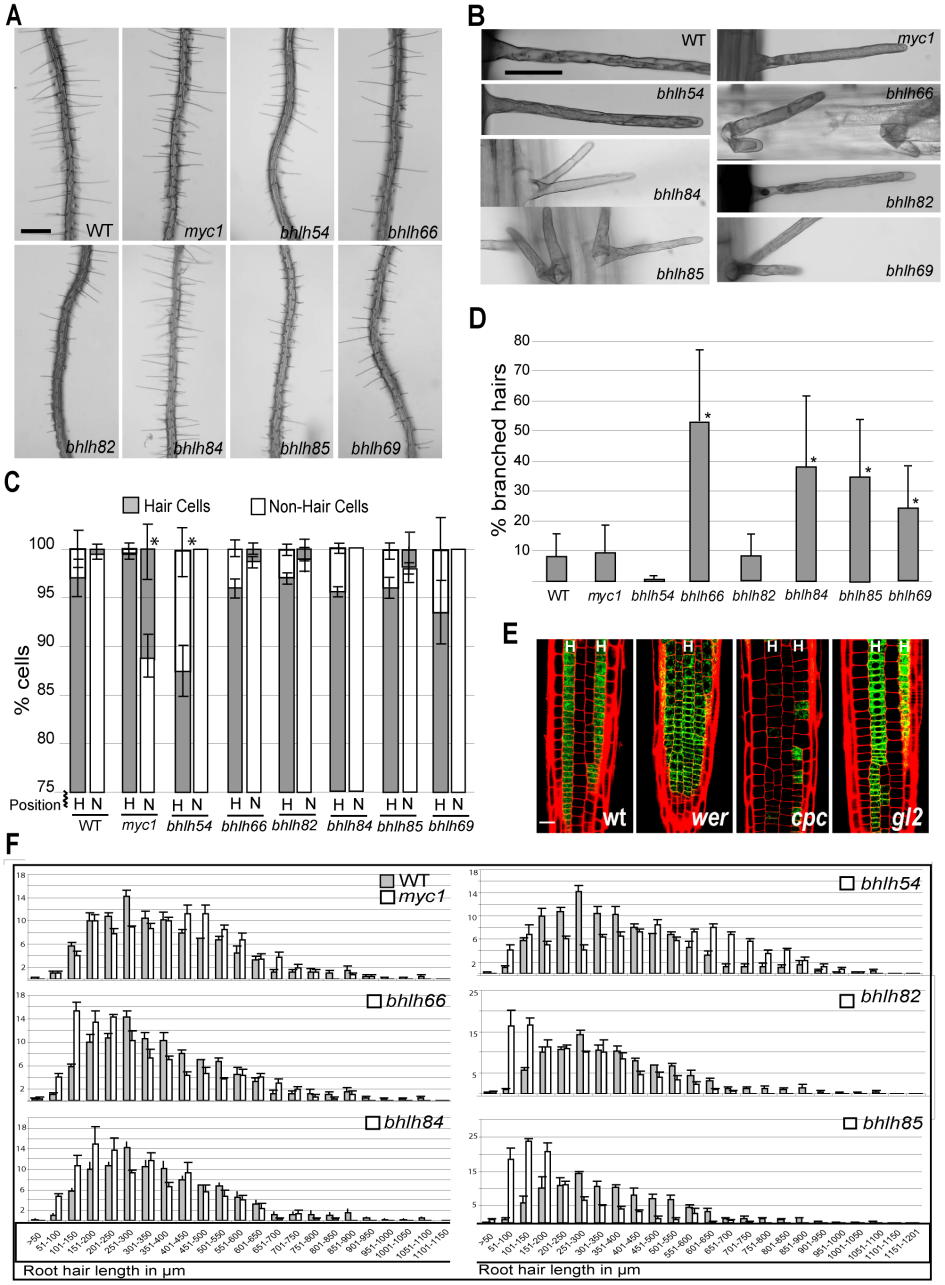
Analysis of bHLH transcription factor genes involved in root epidermis development. (A) Low magnification view of roots from wild-type and homozygous bHLH mutants. Scale bar: 200 µm. (B) High magnification view of individual root hairs from wild-type and each mutant. Scale bar: 30 µm. (C) Cell-type pattern analysis, showing the fraction of root-hair cells and non-hair cells that lie in the H and N cell positions, respectively, of the root epidermis. Mutants which differ significantly from the wild type (p<0.05) are indicated with an asterisk. Some columns lack error bars because all values were identical. (D) Analysis of root hair branching. Mutants which display a significantly greater proportion of branched root hairs than the wild type (p<0.005) are indicated with an asterisk. (E) Expression of the *MYC1::GFP* transcriptional reporter fusion in the root epidermis of wild-type and mutants. The location of H-cell files is designated by “H”. Scale bar: 20 µm. (F) Root hair length in wild-type and bHLH mutants. The length of full-grown root hairs was measured and the number of hairs in each 50 µm class was determined for each mutant line (white bars) and compared to the wild type (gray bars). Each of the six mutants shown here displayed a significantly different distribution of root hair lengths from wild type (p<0.005). The *bHLH69* mutant did not exhibit a significant difference in root hair length distribution and is not shown. In panels (C), (D), and (F), error bars indicate standard deviation.

**Table 1:** Three subfamilies of bHLH genes in Arabidopsis involved in root epidermis development.

bHLH Sub-family*	AGI Gene ID	bHLH Gene Name	Relative Transcript Accumulation in Root Epidermis Cell Types** (ATH1 signal from hairy / non-hairy lines)	
			Michigan Dataset	Duke Dataset
IIIf	*AT1G63650*	*EGL3*	3.8 (0.1)	7.4 (26)
IIIf	*AT4G00480*	*MYC1*	30 (<0.1)	12.5 (2)
IIIf	*AT4G09820*	*TT8*	1.1 (65)	1.0 (79)
IIIf	*AT5G41315*	*GL3*	Not represented on ATH1 chip	
VIIIc	*AT1G27740*	*bHLH54*	37 (<0.1)	11.7 (<0.1)
VIIIc	*AT1G66470*	*RHD6*	37 (<0.1)	10.3 (1.2)
VIIIc	*AT2G14760*	*bHLH84*	Not represented on ATH1 chip	
VIIIc	*AT4G33880*	*bHLH85*	Not represented on ATH1 chip	
VIIIc	*AT5G37800*	*bHLH86*	Not represented on ATH1 chip	
XI	*AT1G03040*	*bHLH7*	0.8 (22)	0.7 (4.8)
XI	*AT2G24260*	*bHLH66*	15.7 (<0.1)	7.7 (<0.1)
XI	*AT4G02590*	*bHLH59*	0.5 (2.2)	0.8 (3.8)
XI	*AT4G30980*	*bHLH69*	Not represented on ATH1 chip	
XI	*AT5G58010*	*bHLH82*	49 (<0.1)	10 (1.5)

*The bHLH gene numbering and subfamily organization (based on structural similarities and bHLH domain sequence) have been previously defined [53].

**Values represent the average fold-change from a multi-way SAM of *wer myb23*, *ttg*, and *gl3 egl3* versus *cpc try*. False discovery rate (q-value) is shown in parentheses.

#### MYC1

The *myc1-1* mutant exhibited a greater proportion of ectopic root-hair cells than wild-type, with approximately 12% of the cells in the non-hair position differentiating as root hair cells (Figure 3A, 3C). Two independent *myc1* mutant lines (SALK_056899c and SALK_006354c) exhibited similar phenotypes (data not shown). This suggests that MYC1 helps specify the non-hair fate, which was unexpected, given that the microarray expression data indicate preferential *MYC1* transcript accumulation in the developing hair cells (Figure 2; Table 1). To examine this further, we generated a *MYC1::GFP* transcriptional reporter fusion and discovered that *MYC1::GFP* plants exhibit preferential GFP accumulation in the differentiating root hair cells (Figure 3E). 

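At Michigan the log2 value of MYC1 was 8.59 ± 0.54 (SD, n = 9 arrays) in the hairy lines and 3.74 ± 0.56 (SD, n = 3) in cpc try, a difference larger than the spread of either. At Duke it was 6.88 ± 1.68 (SD, n = 9) and 3.99 ± 0.09 (SD, n = 3). The wide spread at Duke came with the gl3 egl3 arrays, which read 4.21, 5.62 and 4.89, whereas the gl3 egl3 arrays at Michigan read 9.40, 7.87 and 9.05. Together with its reporter fusion, the paper concludes that MYC1 is preferentially transcribed in developing hair cells, and proposes that it helps specify the non-hair fate.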

Further, *MYC1::GFP* expression is present in all epidermal cells in the *wer* mutant, is nearly absent in the *cpc* mutant, and is unaltered in the *gl2* mutant (Figure 3E). These results confirm the microarray results and indicate that *MYC1* is preferentially transcribed in the developing hair cells, is negatively regulated by WER, and is positively regulated by CPC. Because these features of *MYC1* are similar to *GL3* and *EGL3* [23], [24], we analyzed possible genetic interactions between these bHLH genes. We discovered that *myc1-1* is able to enhance the effect of the *gl3-1* and the *egl3-1* mutations on ectopic root hair formation (Figure S3), suggesting that the MYC1 bHLH protein acts redundantly with GL3 and EGL3 in root epidermal patterning.

#### bHLH54

In contrast to *myc1*, the major effect of the *bhlh54-1* mutant is a reduction in the frequency of root-hair cells (and a corresponding increase in non-hair cells), relative to the wild type (Figure 3A, 3C). This suggests that *bHLH54* is required for specification of the hair cell fate and/or for root hair initiation.

#### bHLH66

The *bhlh66-1* mutant exhibits a normal pattern of root epidermal cell types, but its root hairs possess an abnormal morphology (Figure 3). In particular, a high frequency (approximately 50%) of the hairs form branches (Figure 3B, 3D), implying a role for *bHLH66* in regulating root hair elongation.

#### bHLH82

The *bhlh82-1* mutant possessed significantly shorter hairs than the wild type (Figure 3A, 3F), indicating that *bHLH82* is necessary for sustaining root hair elongation. However, no defect in hair branching or cell type pattern formation was observed (Figure 3).

#### bHLH84, bHLH85, and bHLH69

The *MYC1*, *bHLH54*, *bHLH66*, and *bHLH82* genes are members of three subfamilies of bHLHs in Arabidopsis, designated IIIf, VIIIc, and XI [53] (Table 1). We considered the possibility that other members of these bHLH gene subfamilies that are not represented on the ATH1 microarray chip might also be involved in root epidermis development. Indeed, one bHLH gene not represented on the ATH1 chip, *AT5G37800* (also known as *RSL1* and *bHLH86*; [53]) a member of the bHLH VIIIc subfamily (Table 1), had previously been shown to be involved in root hair formation by acting partially redundantly with *RHD6* [41]. To assess other bHLHs in these subfamilies not represented on the ATH1 chip, we analyzed T-DNA insertion lines for the two remaining genes from bHLH subfamily VIIIc (*AT2G14760* = *bHLH84* and *AT4G33880* = *bHLH85*) and the one gene in bHLH subfamily XI not represented on the ATH1 chip (*AT4G30980* = *bHLH69*). We discovered that each of these three bHLH mutant lines has defects in root hair formation (Figure 3). Specifically, each exhibits a significant increase in the percentage of branched root hairs (Figure 3D), and the *bhlh84-1* and *bhlh85-1* mutants showed a significant reduction in root hair length. This suggests that these three bHLH genes are also necessary for appropriate root hair elongation.

Taken together, the presence of mutant phenotypes for each of these bHLH genes indicates broad participation of members of the bHLH subfamilies IIIf, VIIIc, and XI in regulating transcriptional events during many stages of root epidermis development.

### Transcriptome Analysis of Mutants Affecting Root Epidermis Development

To further analyze the 208 root epidermal genes and their organization in a transcriptional regulatory network, we assessed their transcript profiles in lines containing knockout mutations for genes acting at later stages of root epidermal development. A total of 13 diverse root epidermal mutants were selected for this purpose, and the *WER::GFP* marker was incorporated into each mutant background to assess the root epidermis transcriptome.

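The rhd6, gl2, myc1, bhlh66, cobl9, cow1, ire1, lrx1, mrh1, mrh2, mrh3, rhd2 and csld3 lines and the wild type were each measured on 3 arrays at Michigan. The 21 groups of Michigan arrays, 63 arrays in all, were fitted together with limma, so that they shared 1 estimate of the spread per gene. Each line was compared with the wild type, and a gene was called when it changed more than 2-fold with an FDR under 5% over all 21440 genes. The 3 wild-type arrays served every comparison, so chance deviations in them are shared between lines. By the sample labels, 1 of them was in the numbered array series, 1 in series S and 1 in series x. All arrays of bhlh66, cobl9, cow1, ire1, lrx1, mrh1, mrh2, mrh3, myc1 and rhd2 were in the numbered series. A difference between series can therefore enter each of these comparisons. With the series as a factor, 43 core genes were called over these lines and csld3, against 53 without it. In data simulated for csld3 against wild type, 200 genes were changed by 2 or 3 log2 units up or down. This fit recovered 90% of them and 2.7% of its calls were false. Smaller changes were not simulated, and the median log2 difference of the hair genes in csld3 was -0.99. The recovery of such changes is not known, so few calls do not show absence of change.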

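The mutated genes were looked at first as a check of the labels. Of 19 such genes measured, 9 were called lower in their own line. They were COW1 (AT4G34580) in cow1, with a log2 difference of -7.15, CSLD3 (AT3G03050) in csld3 with -7.08, LRX1 (AT1G12040) in lrx1 with -6.69, TTG1 (AT5G24520) in ttg with -4.97, MRH2 (AT3G54870) in mrh2 with -4.62, MYC1 (AT4G00480) in myc1 with -4.38, IRE1 (AT5G62310) in ire1 with -3.69, RHD6 (AT1G66470) in rhd6 with -3.67 and COBL9 (AT5G49270) in cobl9 with -3.09. The adjusted p-values from limma ran from 1.78e-29 for CSLD3 to 0.00265 for COBL9. The call of COBL9 was lost without cobl9 replicate 3 and without wild-type replicate 3, where its log2 difference lay between -3.60 and -2.45 over all arrays left out, and under SAM and a fit of only the groups compared. TRY (AT5G53200) was higher in cpc try than in wild type, by 2.61 (standard error 0.56, adjusted p = 0.00124 in limma). The remaining 9 were not called. Their log2 differences were 1.73 for MRH1 in mrh1 (adjusted p = 0.358 in limma), which SAM called higher, -0.98 for MYB23 and -0.66 for WER in wer myb23, -0.73 for bHLH66 in bhlh66, -0.60 for GL2 in gl2, -0.45 for CPC in cpc try and for RHD2 in rhd2, -0.12 for MRH3 in mrh3 and 0.14 for EGL3 in gl3 egl3. For these genes the arrays gave no check of the genotype. GL3 was not used here.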

#### Transcription Factor Gene Knockouts

We first analyzed the effect of mutations in transcription factor genes that are essential for root epidermis development, and thereby most likely to affect transcript accumulation of genes in this network.

The *RHD6* bHLH gene is known to be required for root hair initiation, to be preferentially expressed in developing hair cells, and to be positively regulated by CPC and negatively regulated by TTG, WER, and GL2 [39], [41](Figure 4; Figure S1). We compared transcript levels for the 208 root epidermal genes in *rhd6* versus wild type, by analyzing RNA from sorted cells marked with *WER::GFP*. As expected, most (126) of the 154 root-hair gene transcripts are negatively affected in the developing root epidermis of the *rhd6* mutant (FC>2.0; Figure 4B), including *LRX1* and *PRP3* which had previously been shown to be RHD6 dependent [49], [54]. 

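Of the 154 core hair genes, 126 (81.8%) were more than 2-fold lower in rhd6 than in wild type and 0 were more than 2-fold higher. Over all 154 the median log2 difference was -2.49 and the lowest -4.71. Of the 126, 112 were also past 5% FDR in limma's test, the alternative that moved the count most, and 125 when adjusted over the list alone, which is not independent evidence because the list was chosen on arrays that share this fit. With the array series given by the sample labels as a factor it was 121, and with any 1 array left out it was between 123 and 127. LRX1 (AT1G12040) was lower by a log2 difference of -3.36 (standard error 0.49, adjusted p = 6.05e-06 in limma) and PRP3 (AT3G62680) by -3.36 (standard error 0.53, adjusted p = 2.76e-05). Among the hair genes encoding bHLH proteins, bHLH54 changed by -2.35, bHLH82 by -2.53 (standard error 0.53, adjusted p = 0.00185) and MYC1 by -1.51 (standard error 0.57, adjusted p = 0.262), the p-values being limma's. Without rhd6 replicate 3 the MYC1 difference was under 2-fold, and over all arrays left out it lay between -2.01 and -0.73.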

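The comparison of rhd6 with cpc try, both hairless lines, used the same fit of the Michigan arrays and was restricted to the 28 hair genes that changed less than 2-fold between rhd6 and wild type. Of these, 25 were more than 2-fold higher in rhd6 than in cpc try. At an FDR of 2% in limma's test 20 of them were called higher and 0 lower, and 23 were called when adjusted over the list alone. SAM called 23. The fit of only the groups compared called 11, and the fit with the array series as a factor 14. No array series held arrays of both rhd6 and cpc try. Without any 1 array the limma count was between 16 and 20.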

Among the 28 root-hair gene transcripts that are not substantially altered in the *rhd6* root epidermis, a significance analysis of microarrays (SAM) comparison between the *rhd6* and *cpc try* datasets showed that 24 of these display a significant difference in transcript abundance (FC>2.0; q<0.02), indicating that RHD6 does not regulate transcription of all of the hair cell differentiation genes. Unexpectedly, the *rhd6* mutation also altered transcript accumulation for 17 of the non-hair genes (Figure 4B). Sixteen of these 17 genes exhibit increased transcript levels in *rhd6*, relative to wild-type (FC>2.0), yet 14 of the 16 do not significantly differ between *rhd6* and *cpc try* (FC<2.0, q>0.1). This indicates that the role of RHD6 in promoting root hair formation is not limited to inducing root-hair cell differentiation genes, but it also acts (directly or indirectly) to inhibit transcription of non-hair genes.

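Of the 54 core non-hair genes, 15 were more than 2-fold higher in rhd6 than in wild type and 1 was more than 2-fold lower. In limma's test 4 of the 15 were past 5% FDR. Between rhd6 and cpc try, 12 of the 15 differed less than 2-fold with an adjusted p over 0.1. The count of higher genes was between 12 and 19 with any 1 array left out. AT3G29410 had the adjusted p of 0.00282 from limma, with a log2 difference of 3.52 (standard error 0.76) between rhd6 and wild type. From the higher levels of non-hair genes in rhd6, the paper concludes that RHD6 promotes hair formation by inhibiting transcription of non-hair genes as well as by inducing hair genes.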

**Figure 4:**
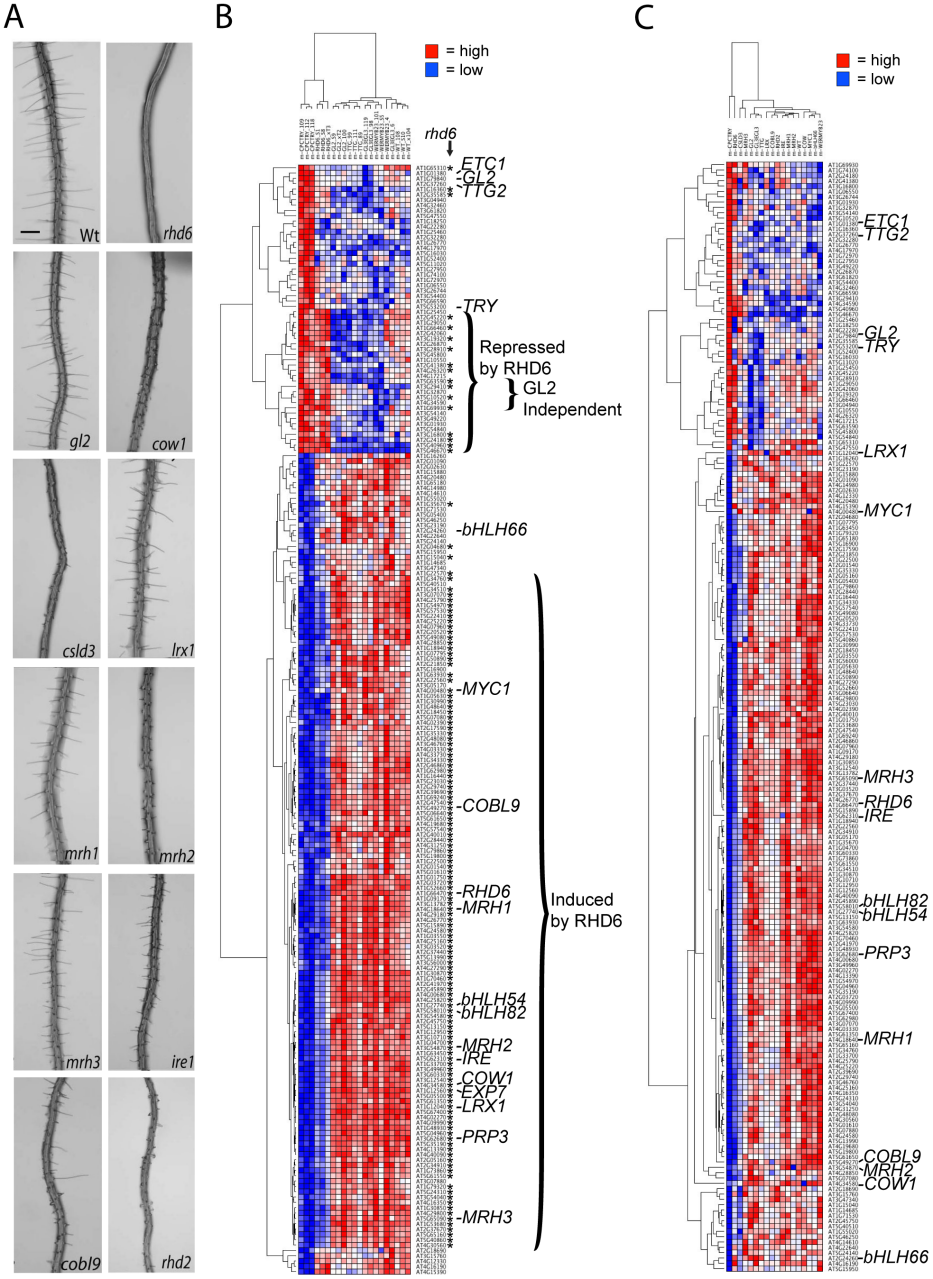
Effect of mutations on expression of the 208 core root epidermal genes. (A) Low magnification view of roots from wild-type and homozygous root epidermis mutants. Scale bar: 250 µm. (B) Hierarchical clustering of the 208 core root epidermal genes, based on their relative transcript accumulation in Affymetrix ATH1 microarrays using *WER::GFP*-expressing cells from three replicates of (left to right) the *cpc try*, *rhd6*, *gl2*, *ttg*, *gl3 egl3*, *wer myb23* mutants and the wild type Columbia. Red = high transcript level; Blue = low transcript level. Asterisks indicate genes significantly affected in the *rhd6* mutant background. (C) Hierarchical clustering of the 208 core root epidermal genes, based on their relative transcript accumulation (averaged from three replicates) in Affymetrix ATH1 microarrays using *WER::GFP*-expressing cells from (left to right) *cpc try*, *rhd6*, *csld3*, *mrh3*, *gl2*, *gl3 egl3*, *ttg*, *lrx1*, *cobl9*, *rhd2*, *ire*, *mrh1*, *mrh2*, *wild type*, *cow1*, *myc1*, *bhlh66*, and *wer myb23*. Red = high transcript level; Blue = low transcript level. Heirarchical clustering of the complete set of three replicates for each line is presented as Figure S5.

The *GL2* homeobox gene is also likely to represent a key node in the root epidermis network, because it is essential for non-hair cell differentiation [12] and it is positively regulated by the WER/MYB23-GL3/EGL3-TTG regulatory complex via direct binding by WER to its promoter [30]. Although non-hair cells are replaced by root-hair cells in the *gl2* mutants (Figure S1, Figure 4A) [12], these ectopic hair cells still display some characteristics of non-hair cells, indicating aspects of non-hair cell differentiation are GL2-independent [10], [12], [23]. 

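In gl2, 153 of the 154 hair genes were more than 2-fold higher than in cpc try, with a median log2 difference of 3.81 over the hair genes, and 51 of the 54 non-hair genes were more than 2-fold lower, with a median of -2.12. These 204 genes included 195 that were also past 5% FDR in limma's test, 152 hair and 43 non-hair genes, the alternative that moved the count most, and 202 when adjusted over the list alone, a list chosen with the same cpc try arrays and so not independent evidence. Leaving out dim genes gave 197, and the count lay between 200 and 205 with any 1 array left out. Between gl2 and wild type 5 core genes were called, all of them non-hair genes lower in gl2, or 9 when adjusted over the list alone. MYB30 (AT3G28910) was lower in gl2 than in cpc try by a log2 difference of -4.02 (standard error 1, adjusted p = 0.0059 in limma). Against wild type it was lower by -2.34, with values of 5.12 ± 0.62 (SD, n = 3) in gl2 and 7.46 ± 0.92 (SD, n = 3) in wild type, which limma did not place past 5% FDR (unadjusted p = 0.0238, adjusted p = 1).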

Our transcriptome analysis showed that *gl2* alters most of the 208 core epidermal genes in a similar manner as the *wer myb23*, *gl3 egl3*, and *ttg* mutants (204/208 genes exhibit FC>2 in *gl2* versus *cpc try*; Figure 4). This is consistent with the view that *GL2* plays a major role in non-hair cell transcriptional regulation. As an independent test of the effect of GL2 on one of these genes, we used RT-PCR to analyze the *MYB30* RNA level in wild-type and *gl2* mutant roots. In support of the microarray results, a reduction in *MYB30* RNA was observed in the *gl2* background (Figure S4). In contrast to the large fraction of genes exhibiting a similar response to *gl2*, *wer myb23*, *gl3 egl3*, and *ttg*, one cluster of six non-hair genes exhibits higher transcript levels in *gl2*, relative to *wer myb23*, *gl3 egl3* and *ttg* (labeled “GL2 independent” in Figure 4B), and this is supported by a three-way SAM (for each gene, FC>1.3 for *gl2* versus *wer myb23*, *gl3 egl3*, and *ttg*). Thus, these six genes likely represent a group of GL2-independent non-hair cell genes that are positively regulated by WER/MYB23, GL3/EGL3, and TTG, but not by GL2.

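By the fold rule alone, 6 of the 54 non-hair genes were more than 1.3-fold higher in gl2 than in each of wer myb23, gl3 egl3 and ttg. Of these, 4 are GL2-independent genes of Figure 8, and their smallest log2 difference to 1 of the hairy lines was 0.47 for ANAC013 (AT1G32870), 1.12 for AT3G29410, 0.83 for AT3G54140 and 0.73 for AT5G10520. The others were TRY (AT5G53200) with 0.95 and ICE1 (AT3G26744) with 0.39, which was chosen after its values were seen. AT1G69930 and AT4G34590, also placed there in Figure 8, had smallest differences of 0.14 and 0.03. Against the mean of the 3 hairy lines their differences were 1.06 and 0.41, so that by this mean all 6 genes placed there in Figure 8 were more than 1.3-fold higher in gl2. In limma's test of gl2 against the mean of the 3 hairy lines, 85 genes in all and 2 core genes were past 5% FDR, and none of the 6 counted genes was, with adjusted p-values between 0.244 for TRY and 0.753 for ANAC013. Adjusted over the list alone, 1 core non-hair gene was past 5% FDR. Without gl3 egl3 replicate 2, AT3G54140 was past 5% FDR over all genes at a difference of 1.38 from the mean. The count fell to 3 without gl3 egl3 replicate 1 and rose to 11 without gl2 replicate 1, and was 7 after a median shift or quantile normalization of the arrays fitted. From the higher levels in gl2, the paper proposes that these genes are regulated by WER/MYB23, GL3/EGL3 and TTG but not by GL2.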

In addition to *rhd6* and *gl2*, we selected two of the new bHLH transcription factor gene mutants (*myc1* and *bhlh66*) for *WER::GFP*-based transcriptome analysis. 

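At 2-fold and 5% FDR, limma called 1 core gene in myc1 and 0 in bhlh66. In myc1 the gene was MYC1 itself. At an unadjusted p under 0.05, 26 core genes differed from wild type in myc1 and 17 in bhlh66. SAM called 11 core genes in myc1 and 0 in bhlh66, and the fit of only the groups compared called 6 in myc1 and 0 in bhlh66. Adjusted over the list alone, 1 gene was called in myc1 and 0 in bhlh66, and as the list was chosen on samples that share this fit, this is not independent evidence. Without bhlh66 replicate 1, 1 gene was called in bhlh66. Of the alternatives set before the data were examined, SAM moved the count of myc1 most, and fold change over 2 alone, chosen after seeing the data, gave 16 in myc1 and 13 in bhlh66. Over the 11 lines that share these thresholds, 53 calls were made, of 48 different genes. Their number was 26 without csld3 replicate 1, 25 without wild-type replicate 2 and 20 without wild-type replicate 3.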

In the root epidermal tissue of each of these mutants, we identified a relatively small number of significant transcript alterations among the 208 core epidermal genes, including 16 genes affected in *myc1* and 10 genes affected in *bhlh66* (FC>2.0; q<0.05) (Figure 4C; Figure S5; Table 2; Table S5; Table S6), which implies that each of these genes affects only a small portion of the root epidermal network and/or that they act in a partially redundant manner with other regulators. Many of these significantly affected genes are non-hair genes (8/16 for *myc1* and 8/10 for *bhlh66*), which is consistent with the phenotypic effect of *myc1* on non-hair cell fate (Figure 3) and indicates that, despite its expression in root-hair cells, bHLH66 has a role in regulating non-hair genes.

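By fold change alone, a setting chosen after seeing the data, 16 core genes differed more than 2-fold from wild type in myc1 and 13 in bhlh66. In myc1 they were 3 hair genes lower, 5 hair genes higher, 5 non-hair genes lower and 3 non-hair genes higher. In bhlh66 they were 4 hair genes lower, 4 non-hair genes lower and 5 non-hair genes higher.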

**Table 2:** Core root epidermis genes significantly affected in mutant lines.*

Mutant	Root Hair Genes Repressed	Root Hair Genes Induced	Non-Hair Genes Repressed	Non-Hair Genes Induced
*bhlh66*	2	0	4	4
*cobl9*	13	2	6	3
*cow1*	2	6	0	5
*csld3*	70	0	7	9
*ire1*	8	0	3	4
*lrx1*	13	0	3	2
*mrh1*	1	0	1	1
*mrh2*	1	0	0	1
*mrh3*	28	1	2	9
*myc1*	2	6	4	4
*rhd2*	17	1	1	4

*Significant genes display FC>2 and q<0.05. A list of the gene IDs is given in Table S5.

#### Non-Transcription-Factor Gene Knockouts within the Root Epidermal Network

To further probe the gene regulatory pathway, we conducted *WER::GFP*-based FACS and transcriptome analyses with seven mutants defective in non-transcription-factor genes in the 208-gene network. We reasoned that this group of genes (including *COBL9*, *COW1*, *IRE1*, *LRX1*, *MRH1*, *MRH2*, and *MRH3*) may directly or indirectly affect gene transcription in the root hair cells because they encode potential regulatory proteins, such as kinases, phosphatases, or membrane proteins (Table S1; Table S4), they are expressed preferentially in root hair cells (Figure 2), and they cause abnormal root hair growth when mutated (Figure 4A; Figure S1). Our results showed that most of these mutants affect a small number of root epidermal gene transcripts (Figure 4C; Figure S5; Table 2; Table S5) suggesting a minor role for these in transcriptional regulation. 

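Limma called 1 core gene each in cobl9, cow1, ire1, lrx1 and mrh2, and in each line it was the mutated gene itself. In mrh1 limma called 0, with 13 core genes at an unadjusted p under 0.05, 1 gene called by SAM and 0 by the fit of only the groups compared. In cobl9 the count was 0 without cobl9 replicate 3 and without wild-type replicate 3, and 3 when adjusted over the list alone, which moved no count of the other 5 lines. At an unadjusted p under 0.05 the counts were 18 for cobl9, 11 for cow1, 11 for ire1, 15 for lrx1 and 37 for mrh2. The mrh2 arrays had the largest spread of the 21 Michigan groups, with a median SD of 1.21 over the core genes, against 0.28 in wild type, which ranked 20 of 21. From the low numbers of affected genes, the paper proposes a minor role for these genes in transcriptional regulation.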

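In mrh3, limma called 10 core genes at 2-fold and 5% FDR. Of these, 7 were hair genes lower, 1 was a non-hair gene lower and 2 were non-hair genes higher than in wild type. Adjusted over the list alone, 15 were called, and SAM called 20, while the fit with the array series as a factor called 6. The count was 5 without wild-type replicate 1 and 5 without wild-type replicate 3. Over the 154 hair genes the median log2 difference was -0.25, and 43 core genes had an unadjusted p under 0.05.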

The exception was the *mrh3* mutant, which significantly affected 40 root epidermal genes (including a decrease in 28 root-hair expressed gene transcripts), implying that the *MRH3*-encoded phosphatase is more closely linked to transcriptional regulation. Using GO analysis, we found that the genes affected in these seven mutants tend to be associated with cell wall biosynthesis (Table S6), which is consistent with their hair morphogenesis defects.

#### Non-Transcription Factor Gene Knockouts Outside the Network

Mutations in some genes not included among the 208 core genes are known to cause defects in root epidermis development. We used mutants affecting two well-characterized genes of this type, *RHD2* and *CSLD3*, to conduct *WER::GFP* FACS-based transcript profiling. *RHD2* encodes a protein with NADPH oxidase activity that influences accumulation of reactive oxygen species necessary for normal root hair tip growth [55], [56] (Figure S1 and Figure 4A). 

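Limma called 0 core genes in rhd2 at 2-fold and 5% FDR, where 15 had an unadjusted p under 0.05. SAM and the fit of only the groups compared also called 0, as did limma when adjusted over the list alone. Hair genes were lower in 118 of 154 cases, with a median log2 difference of -0.34. RHD2 itself is outside the core list.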

We found that, relative to the wild type, the *rhd2* mutant significantly alters the root epidermal transcript level of 23 of the 208 core genes (Figure 4C; Figure S5; Table S5) and these are overrepresented in the GO classes related to cell wall biosynthesis (Table S6). The *CSLD3* gene encodes a cellulose synthase-related protein and *csld3* mutants exhibit a reduction in epidermal cell growth and hair bursting (Figure S1 and Figure 4A), likely due to weakened cell wall structure [57], [58]. We observed a large number of gene transcripts affected in the *csld3* mutant (86/208; Figure 4C; Figure S5; Table S5), perhaps due to a general indirect effect of cell bursting on root hair RNA levels. 

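In csld3, limma called 37 core genes. They were 31 hair genes lower, 1 non-hair gene lower and 5 non-hair genes higher than in wild type. Adjusted over the list alone, 66 were called, SAM called 51 and the fit of only the groups compared 8. Leaving out csld3 replicate 1 reduced the count to 9, wild-type replicate 2 to 12 and wild-type replicate 3 to 10, and it was 54 without csld3 replicate 3. The median log2 difference over the hair genes was -0.99, and 140 of the 154 were lower. EXPA18 (AT1G62980) fell by 2.63 on the log2 scale (standard error 0.53, adjusted p = 0.00216 in limma) and EXPA7 (AT1G12560) fell by 2.11 (standard error 0.53, adjusted p = 0.0197). AT3G29410 was higher by 3.06 (standard error 0.76, adjusted p = 0.0174 in limma). The paper proposes that the many affected genes follow indirectly from the bursting of hair cells in this mutant.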

Consistent with this, a majority of the affected genes are root hair genes and affect GO categories related to cell wall and cell expansion (Table S6).

Comparing our overall results from the nine non-transcription factor (downstream) mutant microarrays, we noticed an exceptional group of six root-hair genes that are affected in a majority (≥6) of these mutants. In particular, the transcript level for each of these six genes (AT1G34510, AT2G20520, AT4G28850, AT5G22410, AT5G57530, and AT5G57540) was significantly reduced in the *cobl9*, *ire1*, *lrx1*, *mrh3*, *rhd2*, and *csld3* mutants. It may be that transcription of this group of genes, which encode three cell-wall modifying xyloglucan endotransglucosylase/hydrolases, a fascilin-like arabinogalactan cell wall protein, and two peroxidases involved in oxidative stress response, is particularly sensitive to root hair growth disruption.

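The 6 genes were lower than in wild type in all 54 combinations of a gene with 1 of the 9 mutants, more than 2-fold lower in 45, and called by limma at 2-fold and 5% FDR in 6. At an unadjusted p under 0.05 there were 31, and adjusted over the list alone 8 were called. The called combinations were 4 genes in csld3 and 2 in mrh3. For AT1G34510 the log2 differences ran from -2.55 in csld3 to -0.83 in mrh1. AT2G20520 ran from -1.98 in csld3 to -0.38 in cow1, and AT4G28850 from -3.43 in cobl9 to -1.24 in cow1. AT5G22410 was lowest in csld3 with -2.92 and closest to wild type at -0.73, AT5G57530 lowest in mrh3 with -2.51 and closest at -0.47, and AT5G57540 lowest in mrh3 with -2.39 and closest at -0.51. In mrh3 limma's adjusted p was 0.0325 for AT5G57530 and 0.0454 for AT5G57540. Those calls were lost when any array but mrh3 replicate 2 was left out, with log2 differences between -3.06 and -1.96 and between -3.09 and -1.84, and without that array AT2G20520 was called in mrh3 at -2.62. In csld3 the calls of AT1G34510 (-2.82 to -2.23) and AT5G57530 (-2.60 to -2.26) were lost without csld3 replicate 1 or 2 or wild-type replicate 2 or 3. The call of AT4G28850 there (-3.39 to -2.69) was lost without csld3 replicate 2 or wild-type replicate 2 or 3, and that of AT5G22410 (-3.15 to -2.62) without csld3 replicate 1 or wild-type replicate 3. The median over the 6 genes was -1.57 in cobl9, -0.62 in cow1, -2.50 in csld3, -1.22 in ire1, -1.46 in lrx1, -0.96 in mrh1, -2.15 in mrh2, -1.83 in mrh3 and -1.50 in rhd2. The number of called combinations was 3 without csld3 replicate 1, 3 without csld3 replicate 2, 1 without wild-type replicate 2 and 0 without wild-type replicate 3, where the missing array also widens each standard error. It was 3 in the fit of only the groups compared.
More than 2-fold lower in 6 or more of the 9 mutants were 11 core genes, among them these 6. In 100 simulated sets of 9 unchanged lines that share 3 control arrays, the median number of such genes was 0, the 95th percentile 4 and the maximum 13. No core gene was called by limma in 6 or more of the 9. The 6 genes were also lower than wild type in myc1, outside the 9, by log2 differences between -1.55 and -0.46. In gl2 the differences lay between -0.33 and 0.46. The decrease was thus not confined to the 9 mutants. The mean correlation between the fold changes of the 9 mutants over the core genes was 0.51, where the simulated sets gave a median of 0.48, and it is taken across genes, which are not independent replicates. From the reduction in most of these mutants, the paper proposes that transcription of these genes is particularly sensitive to disrupted root hair growth.

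**Figure D2:**
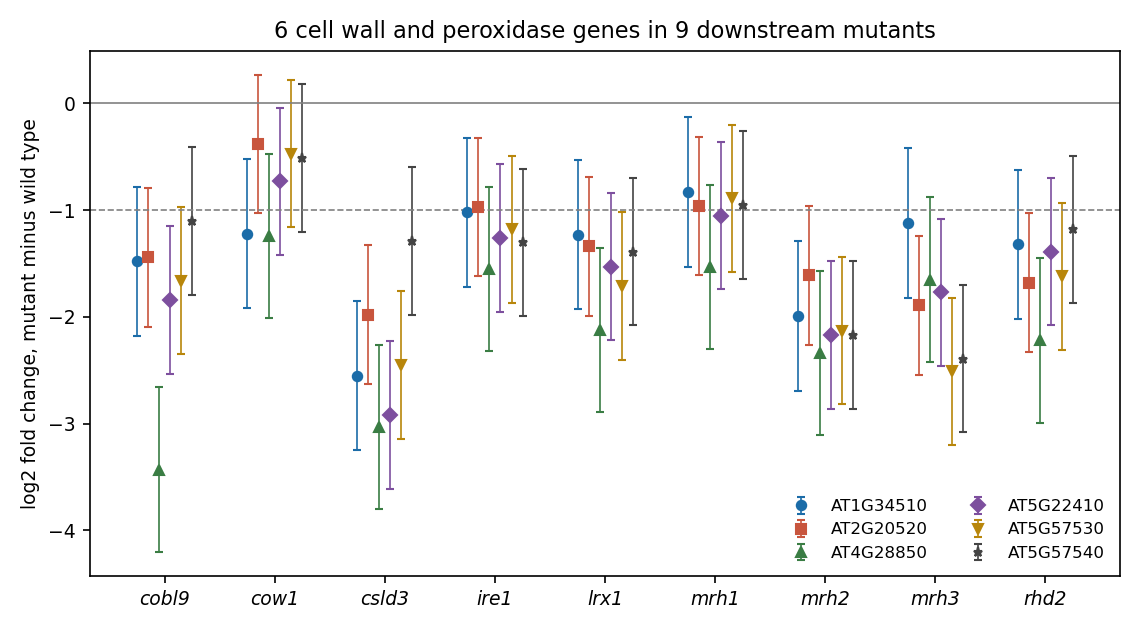
Log2 fold change against wild type of the 6 genes in each of the 9 mutants, with the standard error from limma and 3 arrays per line. The dashed line marks a 2-fold decrease, and all 54 points lie below 0.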

### Transcriptome Analysis of Plant Hormones Affecting Root Epidermis Development

The differentiation of root hair cells is promoted by the plant hormones auxin and ethylene, although the molecular mechanism is unclear [4], [42], [51], [59], [60]. The most robust effect of these hormones is observed in the *rhd6* mutant background, where the block in root hair formation caused by *rhd6* is overcome by addition of 1-amino-cyclopropane-1-carboxylic acid (ACC; an ethylene precursor) or indole-3-acetic acid (IAA; an auxin) to the growth medium, implying that these hormones activate the hair differentiation network at some point downstream or independent of RHD6 [39], [40] (Figure 5A, 5B). 

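Seedlings of rhd6 carrying WER::GFP were grown for 3 days and moved for 2 days to medium (MS) alone, with the auxin IAA or with the ethylene precursor ACC at 1 µM. The IAA dose is given as 10 nM in the legend of Figure 5 and as 10 µM in the text, and it was not settled here. Sorted cells of each treatment were measured on 3 arrays at Michigan. The IAA and ACC arrays were each compared with the same 3 MS arrays in the limma fit of the 63 Michigan arrays, and a gene was called when it changed more than 2-fold with an FDR under 0.5% over all genes. In data simulated for IAA against MS, with 200 genes changed by 2 or 3 log2 units, the fit recovered 82.5% of them. Smaller changes were not simulated. Because the MS arrays are shared, unchanged groups were simulated against shared controls to give the overlap and correlation that arise without any effect.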

Here we exploited this robust effect of auxin and ethylene in the *rhd6* background to further probe the organization of the root epidermal regulatory network.

**Figure 5:**
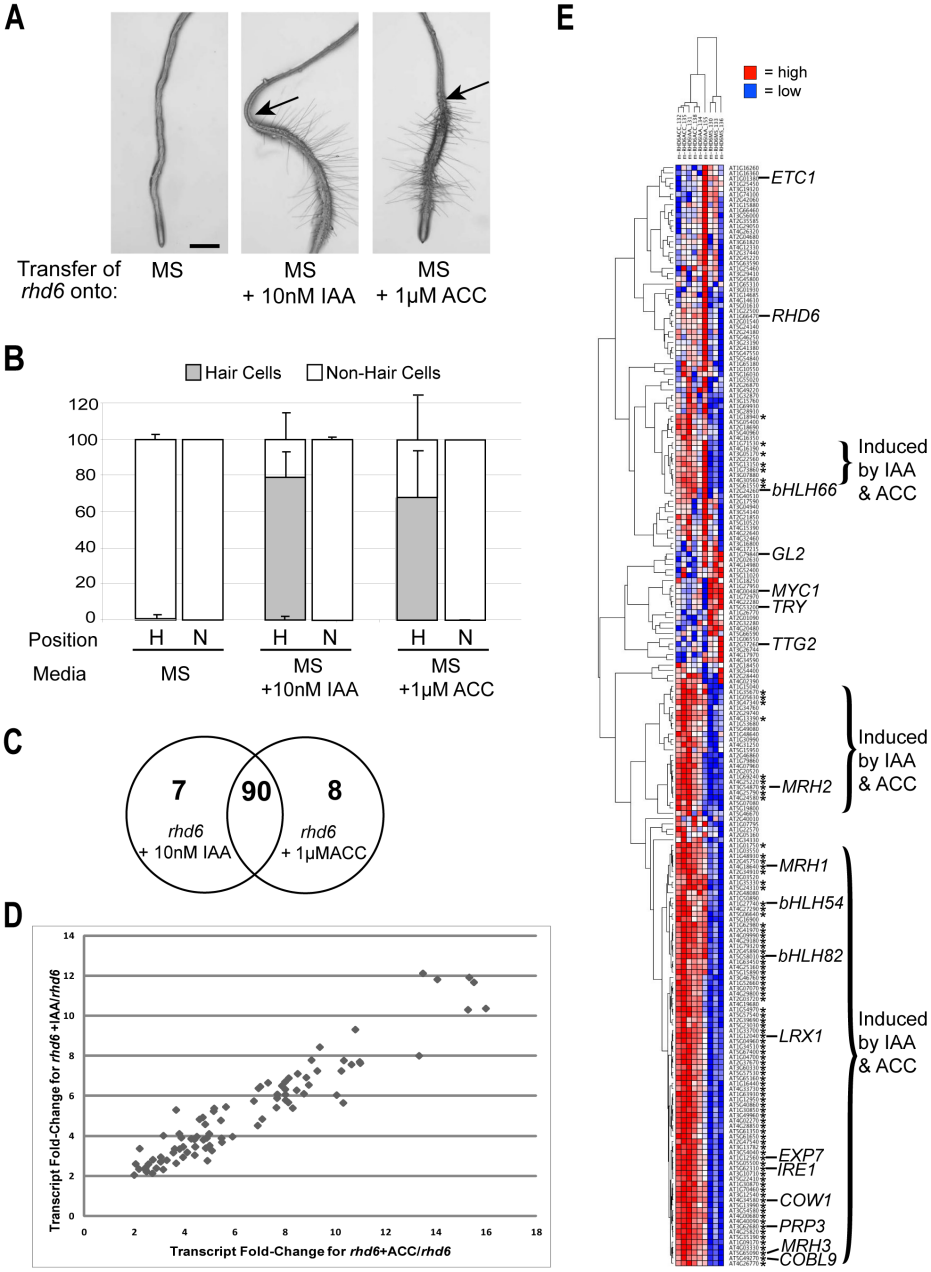
Molecular genetic analysis of root-hair differentiation induced by auxin and ethylene. (A) Roots of *rhd6* seedlings grown for three days on unsupplemented (MS) media, and then transferred to either MS, MS+10 nM IAA, or MS+1 µM ACC and grown for two additional days. Arrows indicate the position of root tip at time of transfer. Scale bar: 200 µm (B) Quantitative analysis of root epidermal cell specification in *rhd6* seedlings grown for three days on unsupplemented (MS) media, and then transferred to either MS, MS+10 nM IAA, or MS+1 µM ACC and grown for two additional days. The root-hair and non-hair cell types were determined from the portion of the root produced in the last two days. (C) Core root epidermal genes significantly affected (>2-fold change; <0.5% FDR) by transfer of *rhd6 WER::GFP* seedlings to either MS+10 nM IAA, or MS+1 µM ACC (relative to transfer to MS). After two days of seedling growth on the transferred media, root epidermal cells were collected by GFP-based cell sorting and the RNA used for ATH1 microarray analysis. (D) Plot of the fold-change for the 90 root epidermal genes induced by IAA and by ACC following transfer of *rhd6 WER::GFP* seedlings to either MS+10 nM IAA, or MS+1 µM ACC. (E) Hierarchical clustering of 208 core root epidermal genes based on their transcript levels on ATH1 chips (triplicate biological replicates) using RNA from developing root epidermal cells in *rhd6 WER::GFP* seedlings grown for three days on unsupplemented (MS) media, and then transferred to either MS, MS+10 nM IAA, or MS+1 µM ACC and grown for two additional days. Red = high transcript level; Blue = low transcript level. Asterisks indicate genes significantly affected by the hormone treatments.

We discovered that treatment of *rhd6 WER::GFP* seedlings with 10 µM IAA or 1 µM ACC elicited similar transcriptional effects on the 208 genes during root epidermis development, with more than 90% of the genes affected by one treatment also affected by the other (FC>2.0) (Figure 5C) and the relative effect on each gene was similar in each treatment (Figure 5D). This suggests that these two hormone treatments act in a similar molecular manner to induce root hair formation in the *rhd6* mutant, and accordingly, we considered the results of these two treatments together for this study. 

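At 2-fold and 0.5% FDR, limma called 23 core genes with IAA and 51 with ACC. All 23 genes called with IAA were also called with ACC, and 28 were called with ACC alone, so that 45.1% of the genes called with either were called with both. Adjusted over the list alone, 83 genes were called with IAA, 94 with ACC and 79 with both, which is not independent evidence because the list was chosen on arrays that share this fit. By fold change, 105 of the 154 hair genes were more than 2-fold higher with IAA, 110 with ACC and 103 with both, where simulated unchanged groups sharing 3 MS arrays gave a median of 0 and a maximum of 51 for both. Over all core genes, by fold change over 2 alone, a setting chosen after seeing the data, 114 changed with IAA and 113 with ACC, and 104 of these changed with both. The fit of only the groups compared called 0 genes with IAA, as did SAM, which called 97 with ACC. With IAA, and so with both, the count was 0 without IAA replicate 1, without MS replicate 1 and without MS replicate 3, while the unadjusted p under 0.01 gave 100. With ACC it was 26 without ACC replicate 2, 26 without MS replicate 1 and 27 without MS replicate 3. The log2 fold changes with IAA and with ACC had a correlation of 0.94 over the 208 core genes, 0.95 over the hair genes and 0.68 over the non-hair genes. These are correlations across genes, which are not independent replicates. Simulated unchanged groups sharing the MS arrays gave a median of 0.51 and a 95th percentile of 0.85. With separate controls, IAA against untransferred rhd6 and ACC against MS, the correlation was 0.83. Between IAA and ACC themselves, limma found 0 core genes past 5% FDR, with 7 at an unadjusted p under 0.05, 3 genes past it among all genes and 0 past 2-fold and 5% FDR by SAM. From the similar effects, the paper proposes that the hormones act in a similar molecular manner.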

Among the 90 genes affected by both IAA and ACC treatments, all are root hair genes and all of them exhibited an increase in transcript abundance (Figure 5E), which strongly indicates that these hormones exert their effect on root hair formation (at least in the *rhd6* background) through promoting transcription of genes normally expressed in root hair cells.

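The genes called with both hormones were all hair genes, each higher than on MS, and no core gene was called lower with either hormone. The median log2 difference over the 154 hair genes was 1.53 with IAA and 1.85 with ACC. LRX1 (AT1G12040) rose by 2.75 with IAA (standard error 0.49, adjusted p = 0.00164 in limma) and by 3.25 with ACC (adjusted p = 3.52e-05). PRP3 (AT3G62680) rose by 2.94 with IAA (adjusted p = 0.0018 in limma) and by 3.32 with ACC (adjusted p = 9.43e-05). COW1 rose by 2.70 and 3.07, and EXPA18 by 2.97 and 3.21. Averaged over the hair genes, the log2 value per array was 9.13 ± 0.04 (SD, n = 3) in wild type, 6.27 ± 0.38 (SD, n = 3) in rhd6 on MS, 7.86 ± 0.33 (SD, n = 3) with IAA, 8.08 ± 0.19 (SD, n = 3) with ACC and 5.39 ± 0.18 (SD, n = 3) in cpc try. From the direction and kind of these genes, the paper proposes that the hormones, at least in rhd6, act on hair formation by promoting transcription of hair genes.

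**Figure D3:**
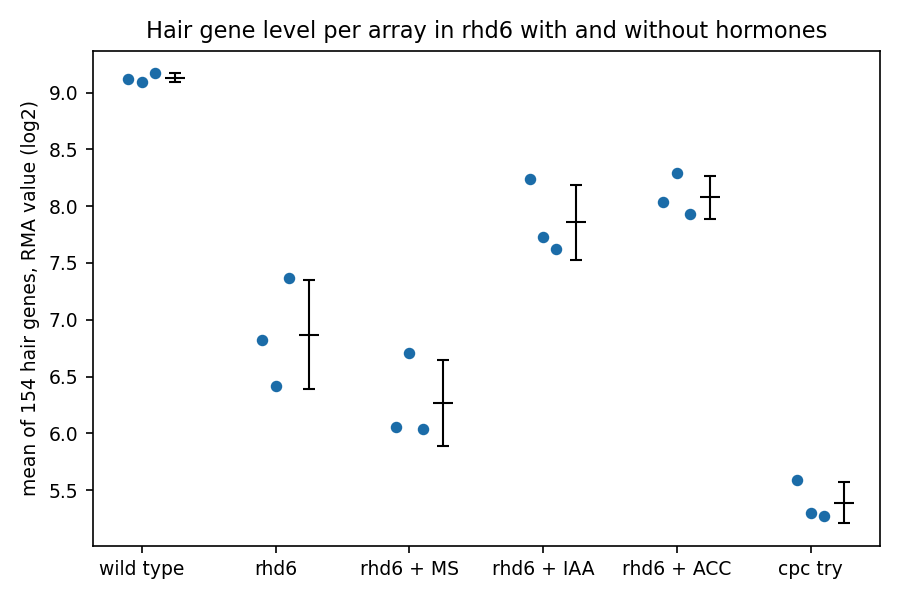
Mean log2 RMA value of the 154 core hair genes in each array (points, 3 per group), with the group mean and SD beside them. Arrays of rhd6 with IAA lie between 7.62 and 8.24 and those on MS between 6.04 and 6.71.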

### Visualizing and Modeling the Transcriptome Data

To obtain a large-scale view of the relationships among the mutations/treatments across the 208 gene set, we applied multidimensional scaling (MDS) to reduce the high-dimensional gene expression patterns to a two-dimensional representation (Figure S6). This visualization highlights two qualitatively different groups of gene expression patterns. One pattern includes the *rhd6*, *rhd6+MS*, and *cpc try* mutants, which are all phenotypically hairless lines and located farthest from the wild type toward the right in Figure S6. 

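Distances were taken between group means of the 21 Michigan groups over the 208 core genes, in log2 units. From wild type, cpc try was farthest at 51.6, followed by rhd6 on MS at 40.9 and rhd6 at 33.7. The next groups were rhd6 with IAA at 22.2, csld3 at 19 and rhd6 with ACC at 18.9. Single replicate arrays of 1 group were a median of 11.4 apart, a distance that is smaller between means of 3 arrays. The distance between rhd6 and cpc try was 25.3. On the first dimension of a classical scaling, which held 78.2% of the variance, cpc try lay at 41.05, rhd6 on MS at 30.40, rhd6 at 23.24 and wild type at -9.12. The same 3 groups were the farthest without any 1 of the 63 arrays and when 1 minus Pearson's correlation was used as the distance, which put rhd6 on MS first (1.74) and cpc try next (1.67). No test was made.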

The second pattern, less well isolated, includes the *gl2*, *gl3 egl3*, *ttg*, and *wer myb23* mutants, which all produce excess root-hair cells, and these cluster in the upper left corner in Figure S6. This plot helps validate the transcriptome data as a large-scale reflection of the root epidermis phenotypes in these lines.

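On that dimension the excess-hair lines lay on the side of wild type, wer myb23 at -12.80, gl2 at -11.13, gl3 egl3 at -10.28 and ttg at -6.48. Other lines lay in the same range, mrh1 at -11.49, myc1 at -11.22, bhlh66 at -10.44, cow1 at -10.16 and ire1 at -8.09. On the second dimension, which held 5.77% of the variance and whose sign is arbitrary, gl3 egl3 lay at 1.54, gl2 at 0.63, wild type at 0.57, ttg at 0.12 and wer myb23 at -0.14, and these 5 other lines lay lower, from ire1 at -0.32 to bhlh66 at -2.54. The area that the excess-hair lines cover on both dimensions thus held wild type too and no other group. Whether these positions hold when arrays are left out was not tested. From wild type the group means of wer myb23, gl2, gl3 egl3 and ttg were 9.36, 10.8, 10.4 and 11.2 away.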

Next, we used a computational modeling strategy to obtain another view of the transcriptional relationships between the 208 core genes from the microarray data. A Bayesian network approach was applied, which exploits conditional independence relationships in gene expression levels measured under various conditions to generate a directed acyclic graph of nodes that best predict downstream nodes [61], [62]. An advantage of our dataset for this approach was the use of the 17 knock-out mutants, because they served to fix the direction of parent-to-offspring nodes in the Bayesian-derived relationships. Further, we added two phenotypic nodes to this analysis, representing the characters of “root hair length” and “root hair branching”, so that the gene(s) that best predict each of these characters could be identified. To enable this additional analysis, we conducted a detailed phenotypic characterization of root hair length and degree of root hair branching in each of the wild type and mutant lines (Figure S1, Figure 3D and 3F, and Figure S7; Table S7).

Given the large number of nodes in our network (>200), the analysis of all possible Bayesian networks was not computationally practical. As an alternative, we scored a limited number of candidate networks (approximately 10^9^), identified specific edges common among the highest scoring 42,000 networks, and used these to generate a composite Bayesian network that links the individual high-scoring edges (Figure 6). The resulting network predicts transcriptional relationships between particular gene pairs, including ones with known regulatory interactions and groups of similar genes, such as cell wall genes (outlined in purple in Figure 6). In particular, this analysis was useful in defining the relationship between nodes of different types. Specifically, the resulting model identified *AT1G16360* expression as the best predictor of root hair length (via an inverse correlation). 

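Across the 13 lines with a mean hair length in Table S7, the mean log2 value of AT1G16360 at Michigan fell with length, with Pearson's r = -0.89 (permutation p = 2e-05) and Spearman's rho = -0.871 (permutation p = 0.00035), each from two-sided permutation of the lines. Without ttg and gl3 egl3, the lines farthest from the median length, r was -0.789 (permutation p = 0.0046). With any 1 array left out, r was between -0.932 and -0.832. Among the 208 core genes it had the strongest correlation of either sign, and its p adjusted over the core genes was 0.0364. That value is larger than the p of 2e-05 allows over 208 genes. The adjusted values thus rest on other p-values than the one above, and how these were permuted is not recorded. In all, 4 core genes were past 5% FDR, the others being CYP71B6 (AT2G24180, r = -0.823), EXPA10 (AT1G26770, r = 0.82) and AT2G35585 (r = -0.791), of which CYP71B6 was chosen after its values were seen. The mean of the 154 hair genes had r = 0.482 with length (permutation p = 0.0964). All 13 lines were measured at the same facility, and their values of AT1G16360 were low on the array, at most 5.13.

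**Figure D4:**
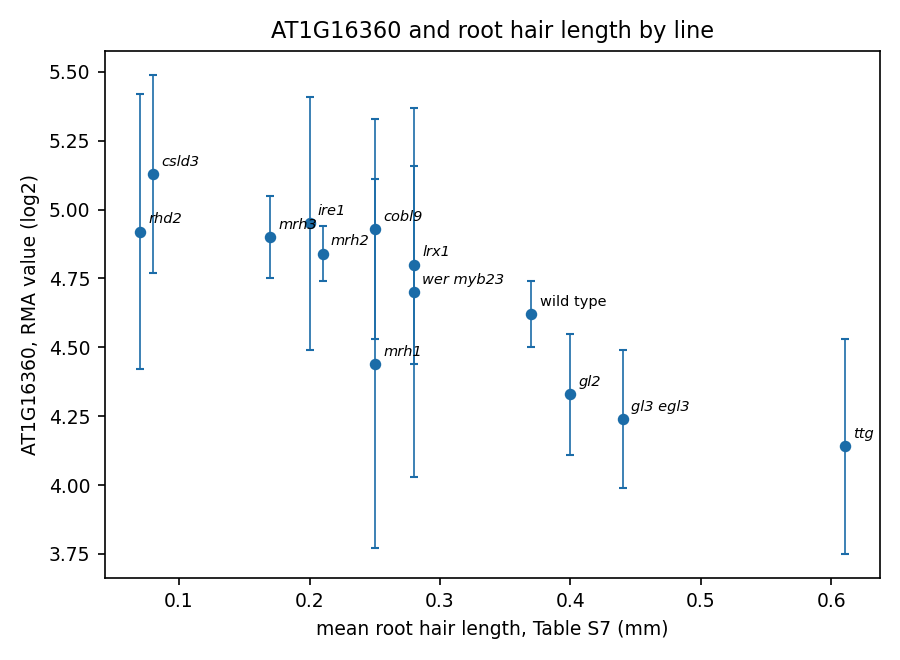
Mean log2 RMA value of AT1G16360 (with SD, 3 arrays per line) against the mean root hair length of the line in mm, as the paper gives it in Table S7. The mean falls from 5.13 in csld3 to 4.14 in ttg.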

Because *AT1G16360* encodes a LEM3/CDC50-like protein related to regulators of polarized secretory activity in yeast [63], this gene may normally act to inhibit root hair tip growth. With respect to the root hair branching character, the composite Bayesian network identified two root-hair genes, *bHLH66* and *AT4G13390* (encoding a proline-rich extensin-like wall protein), as the best predictors of the degree of root hair branching (in an inverse correlation). This suggests a role for these genes in the maintenance of unidirectional tip growth during root hair formation, and it shows how a modeling approach of this type can generate insights not apparent from simple transcript profile comparisons.

**Figure 6:**
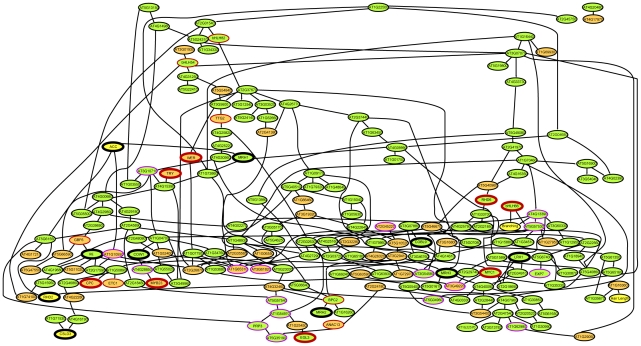
Bayesian modeling from root epidermal transcriptome data. Consensus Bayesian network showing the connections (edges) between 219 possible nodes (208 core root epidermal genes, 7 genes used in microarray mutants, 2 hormone treatments, and 2 root hair phenotypes) that appear in at least 40% of the 42,000 high-scoring networks from among more than 10^9^ total networks analyzed using microarray transcript data from 66 datasets. The directionality of the edges is indicated by arrowheads and by the hierarchy (the higher-positioned node predicts the lower node). Nodes represent core root-hair genes (green fill), core non-hair genes (orange fill), other genes or factors not in the 208 gene list (yellow fill), gene knockouts used for transcriptome analysis (thick outline), genes encoding predicted transcription factors (red-colored outline), and genes encoding predicted cell wall proteins (purple-colored outline). Note that this consensus model illustrates less than 219 nodes because some nodes did not appear in any frequently occurring edges.

### Relative Developmental Timing of Root Epidermal Gene Expression

To assist the organization of the genes in the epidermal network, we analyzed the relative developmental timing of transcript accumulation for each of the 208 core root epidermal genes. In a previous study, gene transcript levels along the length of the Arabidopsis root tip were profiled by microdissection of two independent roots into 12 sections (approximately 3–5 cells per section) [64]. Using these temporal transcriptome datasets, we defined the developmental profiles for the 208 core genes and used hierarchical clustering to place each within a group, based on the timing of their maximal transcript accumulation (Figure 7). This analysis revealed six major zones of temporal gene activity (named Zone 1–6) for root epidermis development, and it was validated by comparing previously determined non-microarray-based expression profiles for known genes (e.g. *GL2*, *RHD6*, *PRP3*). Interestingly, we noticed that a relatively large number (22) of the genes in Zones 1 or 2 (35) are non-hair genes, whereas the root hair genes tend to be located in Zones 4 and 5 (Figure 7), which may reflect the importance of defining the non-hair cell fate at an early stage.

**Figure 7:**
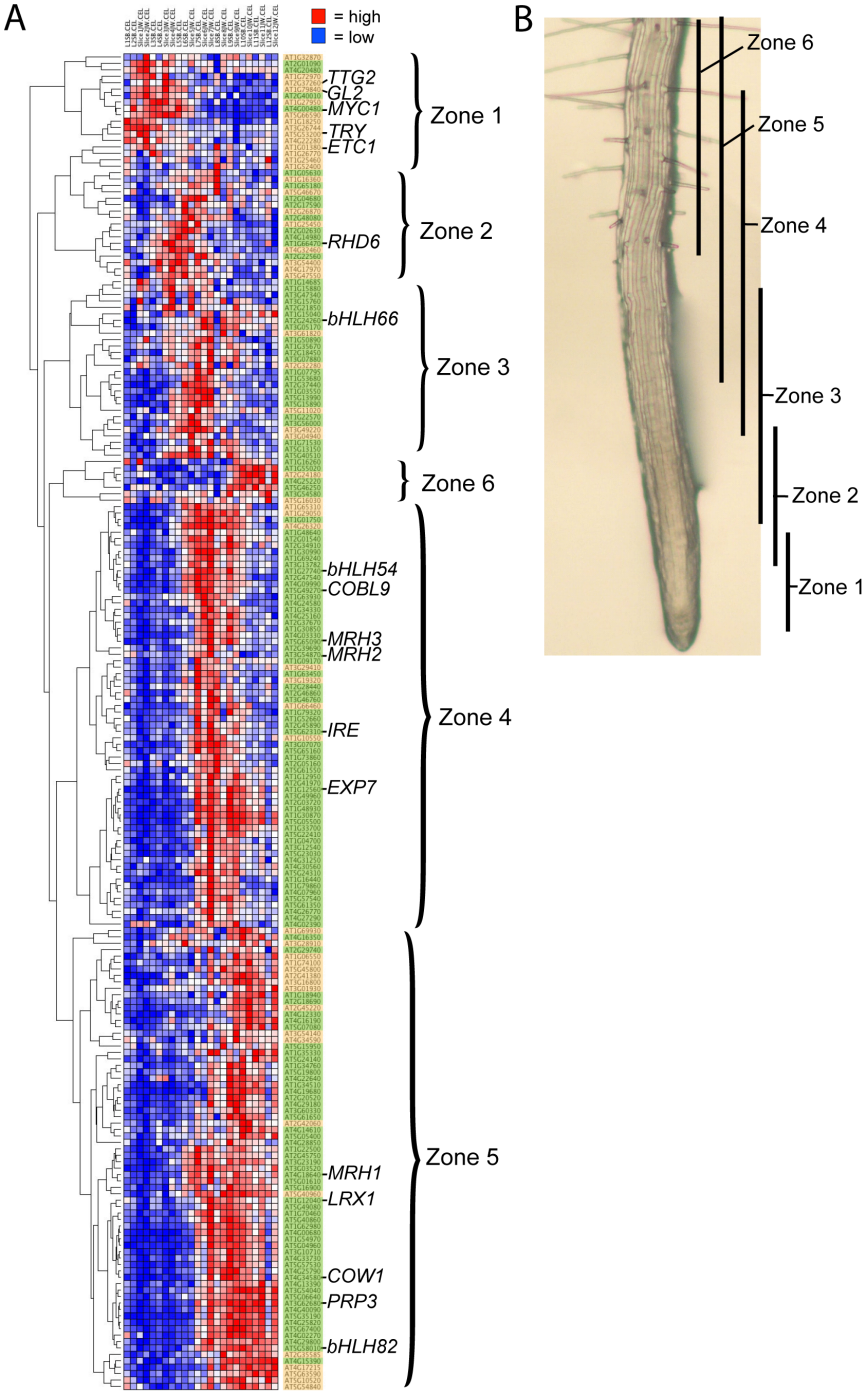
Developmental time-course of transcript accumulation for the 208 core root epidermal genes. (A) Heirarchical clustering of the 208 core root epidermal genes according to transcript accumulation in transverse sections along the longitudinal axis of wild-type Arabidopsis root tips. Clusters of genes with similar developmental expression profiles define six major developmental zones. The root section data were obtained from two independent roots [64], and the 12 sections from each root (numbered 1–12) are organized according to their developmental position in this figure from left to right (along the x-axis). The 208 genes are highlighted in green (for root-hair genes) or yellow (for non-hair genes). (B) The approximate location of cells along the root axis of the zones showing maximal transcript accumulation for the six major clusters of root epidermal genes shown in (A). The position of the bars along the root axis was estimated from the data in panel (A) and reference [64].

### Construction of a Gene Regulatory Network

The root epidermal transcript information obtained from the mutants, hormone treatments, and developmental zone analysis were integrated with known molecular genetic information to construct a gene regulatory network (Figure 8, Tables S8 and S9). This structure was built principally from transcriptional effects (i.e. genes exhibiting the same dependence relationships in knockout or hormone experiments were grouped), and developmental timing information was used to resolve discordant results or to predict likely transcriptional relationships. This depiction emphasizes that, rather than a simple linear pathway, root epidermis differentiation is controlled by branching transcriptional pathways that act coordinately to generate the two cell types.

**Figure 8:**
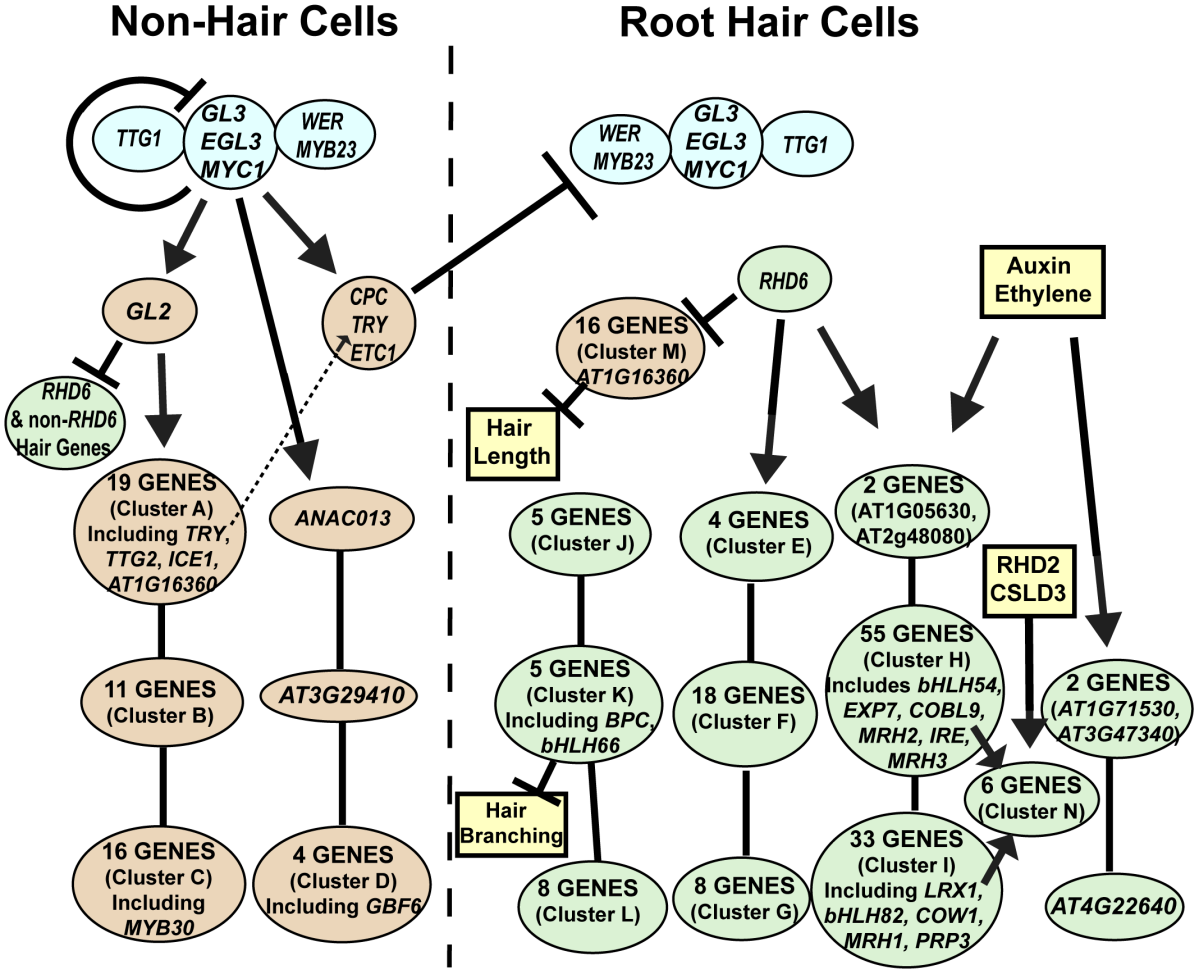
Model of the root epidermal gene network. The predicted transcriptional relationships are shown for the 154 core root hair genes (green), the 54 core non-hair genes (orange), the early acting transcription factors (blue), and other factors not formally part of the network (yellow). The location of genes along the y axis of the figure indicates the relative timing of maximal gene expression during root epidermis development. Genes or gene clusters connected by lines without arrowheads represent genes at a common transcriptional regulatory position but differing in their temporal expression (Zones 1/2, 3/4, and 5/6, from top to bottom). The lists of specific genes in each cluster (A–N) are provided in Table S8, and the GO classes overrepresented in each cluster is given in Table S9.

## Discussion

### The Organization and Logic of the Root Epidermis Gene Regulatory Network

During the past twenty years, traditional molecular genetic analyses have led to the identification and functional characterization of many individual genes that influence root epidermis development in Arabidopsis, making it one of the best characterized cell specification and differentiation processes [65]. Here we exploited these available resources and conducted a comprehensive genome-wide analysis to expand our understanding of the genes involved in this process and to assemble them into a transcriptional regulatory network (Figure 8). The results from this study provide a new view of the composition of the root epidermis gene network, the organization of genes within the network, and the role of plant hormones in modulating root hair formation.

First, this work significantly expands our knowledge of the genes that participate in root epidermis development. Less than one-half of the 1582 genes identified in our basic transcript profiling analysis had been previously associated with root epidermis development in any other genetic or genomic screens. Comparing our 208 core root epidermal genes with other microarray-based root epidermis gene sets [52], [64], [66], [67], [68] shows that our gene set includes a greater fraction of genes expressed at early developmental stages as well as non-hair cell genes (Figure S8; Table S10). This likely reflects the ability of our *WER::GFP*-based FACS method to acquire both types of epidermal cells at all stages of differentiation, as opposed to other approaches that focus on the root hair cell type and at later stages of development.

A general observation from our gene list and the resulting network is that the differentiating non-hair cells and hair cells exhibit distinct gene expression patterns (Figure 8). This is particularly evident in the several instances of gene family member-specific expression; for example, each cell type expresses distinct expansin genes (*EXPA10* in non-hair cells vs *EXPA7* and *EXPA18* in hair cells) and arabinogalactan cell wall proteins (*AGP13* in non-hair cells vs *AGP3* in hair cells). This observation suggests that non-hair cells should not be considered as merely developmentally-arrested hair cells or hair cells that lack a root hair, rather, they arise from a specific gene expression program.

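In the hairy lines against cpc try, EXPA10 (AT1G26770) was lower by a log2 difference of -3.74 at Michigan (standard error 0.24, adjusted p = 1.46e-06 in limma) and -1.21 at Duke (standard error 0.19, adjusted p = 0.00424). The Duke call of EXPA10 was lost without cpc try replicate 2 or 3 and without ttg replicate 1, 2 or 3, with differences between -1.49 and -0.99. EXPA18 (AT1G62980) was higher by 5.03 at Michigan (standard error 0.31, adjusted p = 1.22e-06 in limma) and 3.95 at Duke (standard error 0.55, adjusted p = 0.00204), where the call was lost without cpc try replicate 1, 2 or 3, with differences between 3.78 and 4.21. AGP3 (AT4G40090) was higher by 5.39 (standard error 0.27, adjusted p = 2.28e-07 in limma) and 5.09 (standard error 0.43, adjusted p = 0.000126). AGP13 (AT4G26320) was lower by -3.17 at Duke (standard error 0.23, adjusted p = 5.21e-05 in limma). At Michigan its difference of -1.49 (standard error 0.44, adjusted p = 0.0541 in limma) was not past 1% FDR, except without wer myb23 replicate 2, and over all arrays left out it lay between -1.84 and -1.08. These directions held after a median shift and after quantile normalization of the arrays fitted. From such family members, the paper proposes that non-hair cells follow a gene expression program of their own.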

We have also uncovered fundamental features of the organization of the root epidermis network. As expected from their strong mutant phenotypes, the RHD6 and GL2 transcription factors act at pivotal positions in the network, positively regulating a large fraction of genes involved in root hair and non-hair cell differentiation, respectively. However, they do not control all of the genes associated with each of these processes, which leads to multiple branches in the epidermal gene network (Figure 8). In particular, our finding of GL2-dependent and GL2-independent branches of non-hair cell differentiation is consistent with prior speculation, principally derived from observations that *gl2* mutants do not completely convert non-hair cells to hair cells [12], [17], [69]. An unexpected feature of RHD6 and GL2 action in this network is their transcriptional repression of genes associated with the alternate cell types; the *rhd6* mutant alters some non-hair cell transcripts and the *gl2* mutant alters some hair cell transcripts (Figure 8). The strong inverse association between *AT1G16360* expression (a *LEM3*/*CDC50* related non-hair gene in Cluster M) and root hair length in our Bayesian network analysis (Figure 6) provides further support for the importance of RHD6-mediated inhibition of non-hair genes in the differentiating hair cells. Together, these findings suggest a previously unrecognized level of coordinated gene regulation that may be important to ensure robust adoption/differentiation of distinct cell types.

Another general feature of the root epidermal network relates to the lack of evidence for transcriptional feedback from the downstream genes to the early acting transcriptional regulators. Specifically, none of the nine downstream mutants (*cobl9, cow1, csld3, ire1, lrx1, mrh1, mrh2, mrh3, rhd2*) significantly alter the transcript level of any of the *GL2*, *RHD6*, *MYC1*, *TTG2*, *ETC1*, or *TRY* genes. This suggests that, once cell fate is established by the early regulators, there is little feedback regulation (at least at the transcriptional level) by genes acting at late stages. 

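Limma called 0 of the 54 combinations of these 6 genes with the 9 mutants at 2-fold and 5% FDR, with 2 at an unadjusted p under 0.05. SAM, the fit of only the groups compared and the adjustment over the list alone also gave 0, as did every fit with 1 array left out. The smallest adjusted p was 0.158. In cobl9, cow1, ire1, lrx1, mrh1, mrh2 and rhd2 the same rule called no core gene other than the mutated one. The absence of calls there says little about these 6 genes. The median standard error ran from 0.33 for RHD6 to 0.60 for GL2, so changes near 2-fold could be missed. Against wild type, the log2 differences over the 9 mutants lay between 0.13 and 0.89 for GL2, between -0.48 and 0.44 for RHD6, between -0.18 and 0.87 for MYC1 and between -0.61 and 0.03 for TTG2. TRY lay between -0.33 and 0.74. ETC1 lay between -0.03 and 1.11, and its value in mrh3 was the only one of the 54 above 2-fold. From the absence of calls, the paper proposes that there is little transcriptional feedback from late genes to the early regulators.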

Interestingly, we did discover an exceptional group of six root-hair genes whose transcripts are significantly affected by at least six of the nine downstream gene mutants we examined (shown as Cluster N in Figure 8). Given the robust transcriptional response of these genes to perturbations in root hair morphogenesis genes, they may define a core group of root hair genes that are particularly sensitive to root hair growth abnormalities.

Our analysis of auxin and ethylene treatments provides insight into the molecular basis for their well-known ability to promote root hair formation [39], [42], [43], [51]. We discovered substantial overlap in the root epidermal genes affected by these two distinct hormones (>90% overlap), which suggests a common molecular response of the root epidermal network to each of these, perhaps due to the known linkage between auxin and ethylene biosynthesis in roots (reviewed in [70]). Interestingly, we find that these hormones exclusively affected root hair genes, demonstrating the sensitivity of the root-hair cell type to auxin/ethylene. Given that auxin/ethylene largely affect RHD6-dependent genes (Figure 8), it is possible that RHD6 makes root hair cells more sensitive to these hormones, which might explain why a high exogenous concentration of these hormones induces hair initiation in *rhd6*. 

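The 126 hair genes that were more than 2-fold lower in rhd6 than in wild type held all 23 core genes called with IAA and 50 of the 51 called with ACC. By fold change, 98 of the 126 were more than 2-fold higher with IAA and 105 with ACC.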

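Of the early regulators GL2, RHD6, MYC1, TTG2, ETC1 and TRY, limma called 0 with IAA and 0 with ACC at 2-fold and 0.5% FDR, with 2 and 1 at an unadjusted p under 0.05, and SAM called 0 with either. RHD6 transcript, low in rhd6 on MS at 5.06 ± 0.84 (SD, n = 3), was higher by a log2 difference of 1.36 with IAA (standard error 0.33, adjusted p = 0.0265 in limma) and 1.25 with ACC (standard error 0.33, adjusted p = 0.0581), and was called with each hormone when adjusted over the list alone. MYC1 was lower by -1.19 with IAA (standard error 0.57, adjusted p = 0.17 in limma) and by -0.99 with ACC. The other regulators changed by -0.83 (TRY with IAA) at most.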

Further, it is notable that all of these hormone-responsive genes act downstream of the early transcriptional regulators (Figure 8), which provides support for the view that these plant hormones do not drive cell fate decisions, but they modify the cell differentiation processes that are initially directed by the early regulators.

### A Suite of bHLH Genes Regulates Root Epidermis Development

Among our collection of root epidermal genes, we have shown that a set of bHLH genes participate in distinct phases of root epidermis development. Specifically, we identified genes in three subfamilies of the Arabidopsis bHLH family (subfamilies IIIf, VIIIc, and XI [53]) that are required for epidermal cell fate and/or root hair cell differentiation.

With respect to the bHLH subfamily IIIf, we discovered a new role for one of its members, *MYC1*, in the specification of root epidermal cells. The ectopic hair formation in the *myc1* mutant indicates that MYC1 is required to specify the non-hair cell fate. Our expression and promoter-reporter analyses show that *MYC1* is expressed in the differentiating hair cells and is negatively regulated by WER and positively regulated by CPC/TRY. These characteristics are similar to the *GL3* and *EGL3* genes, two other known genes in the subfamily IIIf [23], [24], and we discovered that *myc1* can enhance the effect of *gl3* or *egl3* on root epidermal patterning. Furthermore, a prior study showed that, like the GL3 and EGL3 proteins, MYC1 can interact with WER and other R2R3 MYB proteins in yeast [71]. Altogether, these findings suggest that MYC1 acts redundantly with GL3 and EGL3 to direct the non-hair cell fate via its expression in the hair cell, and possible movement to the non-hair cells, which may be important for mutual support of neighbor cell fates for robust cell pattern formation [72]. Interestingly, GL3, EGL3, and MYC1 also regulate trichome spacing, though in this process, they are expressed in the same cells (trichomes) that they help to specify [73].

For the bHLH subfamily VIIIc, which includes the root hair initiation gene *RHD6*, we identified *bHLH54*, *bHLH84*, and *bHLH85* as additional genes required for normal root hair formation. Mutations affecting any one of these cause abnormal root hair morphogenesis, suggesting that these genes regulate at least a subset of hair genes. Although we cannot place *bHLH84* and *bHLH85* within our network (because they are not represented on the microarray chip), the *bHLH54* gene appears to encode a relatively late-acting transcriptional regulator of hair cell differentiation (Figure 8). Our findings are consistent with recent work suggesting *bHLH54*/*RSL4* is a regulator of root hair elongation, because it generates longer hairs when overexpressed [66]. Furthermore, transcription from *bHLH54* and *bHLH85* (also known as *RSL2*/*AT4G33880*) was shown to be controlled by RHD6 and the RHD6-related RSL1 [66].

In the bHLH subfamily XI, we discovered that *bHLH66*, *bHLH69*, and *bHLH82* are each involved in root hair formation. 

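The log2 value of bHLH66 (AT2G24260) was 8.96 ± 0.57 (SD, n = 3) in rhd6, 8.29 ± 0.34 (SD, n = 3) in wild type and 4.94 ± 0.58 (SD, n = 3) in cpc try. The difference between rhd6 and wild type was 0.67 (standard error 0.62, adjusted p = 0.914 in limma), and that between rhd6 and cpc try 4.02 (standard error 0.62, adjusted p = 1.46e-05).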

The *bHLH66* gene is particularly interesting because its expression is RHD6-independent, and it may therefore control its own branch of the hair differentiation process. Furthermore, this *bHLH66*-dependent pathway appears to have a strong connection to root hair branching, because our Bayesian network analysis showed *bHLH66* expression is the strongest (negative) predictor of hair branching. Interesting, the *bHLH66*, *bHLH69*, and *bHLH82* bHLH genes were found to be functionally similar to a *Lotus japonicus* bHLH (called *Ljrhl1*) that is required for root hair formation [74]. Furthermore, multiple mutants containing at least two of these three caused defects in root hair elongation in Arabidopsis, although single mutants of each of these lacked a visible phenotype [74]. Our ability to observe mutant phenotypes for these single mutant lines in this study may be due to our more quantitative analysis of root hair development (Figure 3).

It is notable that members of the bHLH superfamily are now known to participate at many stages of epidermis development, not only at the early stages of cell specification and hair initiation as previously known. The apparent evolution of the root epidermis differentiation pathway to utilize many different bHLH transcription factors is similar to recent findings in Arabidopsis stomatal development, where a series of bHLHs coordinate cell state transitions during guard cell specification and differentiation [75]. Although the specific bHLH genes employed in these two systems are distinct, the general similarity in the use of bHLHs in root and leaf epidermal development suggests that the sequential action of bHLH proteins to trigger specific cell differentiation events may represent a common strategy for regulating the progression of plant cell differentiation.

### Lessons from the Construction of the Arabidopsis Root Epidermal Gene Network

There are many challenges in the construction of gene regulatory networks. One challenge is to ensure that the correct genes are included as members of the network. In our case, we used two strategies to constrain our gene set to help ensure the included genes are involved in root epidermis cell differentiation. First, we used RNA from *WER::GFP* marked cells via a FACS-based method, which limited the number of cells to those in the developing epidermis and lateral root cap. Although the *WER::GFP* marker is preferentially expressed in the differentiating non-hair cells, it is significantly expressed in the differentiating hair cells as well [17], and our ability to robustly identify previously defined root-hair cell genes in our datasets suggest that GFP accumulation in the root hair cells is sufficient for capture using our cell sorting approach. Further, we required that all of the included genes be regulated by the known early cell fate transcription factors, by demanding significant differential transcript accumulation in all three non-hair fate mutants (*wer myb23*, *gl3 egl3*, and *ttg*) relative to the hair fate mutant (*cpc try*) in two independent labs. Still, it is likely that some genes involved in root epidermal differentiation are not included in our network, due to non-transcriptional regulation, transcript instability during protoplast isolation, or the absence of the gene from the ATH1 gene chip. Indeed, we showed that three genes (*bHLH69*, *bHLH84*, and *bHLH85*) not represented on the ATH1 chip are involved in root epidermis development.

Another difficulty in gene network construction is to properly organize the genes in a manner that reflects their regulatory relationships. A unique aspect of our approach was to use an array of 17 different root epidermal mutant lines with defects in distinct stages of root epidermis development to perturb the network and define the regulatory relationships between the genes. One advantage of this approach is its likely low level of false positives; that is, if a gene's transcript is significantly altered in a given mutant background, it is very likely to be a (direct or indirect) target. In contrast, indirect methods to assess effects on gene transcription (e.g. promoter binding assays or genome-wide ChIP methods) have been reported to yield a high proportion of false positives ([76], [77]. A drawback of the reliance on a mutant-based approach is genetic redundancy, because the presence of a redundantly acting gene prevents the full effect of a mutated gene to be observed. We have some indication that this was problematic in our analysis; the likely redundancy between *MYC1* and the *GL3*/*EGL3* genes probably prevented a complete understanding of the role of MYC1 by analyzing *myc1*-related transcript changes.

A strategy we used to reduce the complexity of the network construction problem was to incorporate temporal gene expression data into the analysis. The principle behind this strategy is that, if expression of gene X generally precedes expression of gene Y during development, then an edge from gene X to gene Y is assumed to be more likely. As a specific example in support of this strategy, we know from biological experiments that the maximal RNA levels for *WER*, *GL3*, and *EGL3* occur earlier [17], [23] than for *RHD6* [41] which itself is earlier than the maximal RNA level for *PRP3* [49], and, indeed, this gene order is consistent with the positions of these genes in the network hierarchy (Figure 8).

The root epidermis system appears to provide a relatively simple gene network that may serve as a model for the construction and analysis of more complex networks in Arabidopsis. In principle, the general approach used here, to define the components and organization of a network via genetic and hormonal perturbation, and incorporating temporal gene expression data, may be generally applicable for other developmental or metabolic networks in Arabidopsis.

## Materials and Methods

### Plant Material and Growth Conditions

Information concerning the *Arabidopsis thaliana* mutant lines used in this study is listed in Table S1. Mutant and transgenic T-DNA lines were obtained from the Arabidopsis Biological Resource Center (ABRC) at Ohio State University. The *WER::GFP* construct and transgenic line have been previously reported [17]. The same *WER::GFP* transgene was incorporated into each of the mutant lines by crossing with a specific *WER::GFP* transgenic line, which contains a single transgene on chromosome five. The bHLH gene designations used here follows the naming convention initially established for this gene family [78]. At least two independent mutants were analyzed for each gene; one each was selected for detailed characterization and is presented here. Each insertion mutant line was verified as homozygous using PCR with primers specific for each gene.

Seeds were surface-sterilized, incubated for two days at 4°C, and sown on MS media solidified with 0.6% agarose under sterile conditions as previously reported [56]. Seedling roots were analyzed for phenotypic characters or used for gene expression analyses after four or five days of growth at 22°C under continuous illumination. Plants were grown to maturity under a photoperiod of 14 hours of light (22°C) and 10 hours of dark (18°C).

### Root Epidermis Analysis

The characterization of root epidermal pattern, root hair length, and root hair branching in the wild-type and mutant lines essentially followed established protocols [36], [47], [69]. Briefly, to characterize the distribution of root-hair cells and non-hair cells, 10 cells in the H position and 10 cells in the N position were assessed in each of 15–20 4-day-old seedling roots for each line. Root hair length was determined by measuring 10 individual hairs from the mature region of each of 30–40 4-day-old seedling roots. Photographs of roots, and a length standard, were used to make measurements using the Scion Image software (www.scioncorp.com). For the analysis of root hair branching, 50 root hairs were examined per root in each of 9 seedlings (450 total hairs). If a root hair possessed a branch, no matter its length or location, it was classified as a branched hair. Each of these analyses was carried out three independent times to minimize the impact of environmental variation.

### Confocal Microscopy

To examine GFP accumulation in seedling roots, 4- or 5-day old seedlings were counterstained with propidium iodide for 5 min and examined with a Zeiss LSM510 Meta confocal microscope with excitation at 488 nm and detection with a 500–530 nm band-path filter for GFP, and with excitation at 543 nm and detection with a 560 nm long-path filter for propidium iodide [17].

### Gene Constructs and Plant Transformation

To assess the expression pattern of *MYC1*, an ER-tagged version of the GFP coding region (mGFP5-ER) was inserted between a 2.7 kb 5′ flanking genomic DNA fragment of *MYC1* and the NOS terminator sequence [79]. Plant transformation was performed by the floral dip method as previously described [80] using the plasmid pCB302 as the binary vector [81].

### Reverse Transcriptase PCR

Total RNA was isolated using TRIzol reagent (Invitrogen, Inc.) from the roots of 4-day-old wild-type (Columbia) and *gl2* mutant seedlings. The RNA was treated with RQ1 DNase (Promega, Inc.), and 2 µg RNA was used for cDNA synthesis with Superscript II-reverse transcriptase (Invitrogen, Inc.) and an oligo (dT)12–18 primer (Invitrogen, Inc.). Equal amounts of cDNA were subjected to standard PCR reactions using primers specific for *ACTIN4* (forward: 5′-GCCGATGGTGAGGATATTCAT-3′; reverse: 5′-CATACCCCTCGTAGATTGGC-3′) and *MYB30* (forward: 5′-ACCAAGAGGGGTCAGCAAATTTCTC-3′; reverse: 5′-CATGTTCTGTGAAATTGCCTCTTTTG-3′) and using a variable number of cycles to establish linear range of product.

### Microarray and Bioinformatics Analyses

Three biological replicates were conducted for each plant line used for microarray gene expression analysis. The four foundational lines (*wer myb23*, *ttg*, *gl3 egl3*, and *cpc try*) were analyzed at both the University of Michigan and Duke University (total of six biological replicates for each line). RNA for the microarrays were obtained from protoplasts derived from differentiating root epidermal cells using a fluorescence-based cell sorting procedure essentially as previously described [45], [82]. Briefly, for each replicate, root tips from approximately 1000 *WER::GFP*-expressing seedlings were pooled, then subjected to cell wall degrading enzymes and GFP-based cell sorting on a BD FACS machine. RNA was extracted using the Qiagen RNeasy Micro Kit and amplified using the Affymetrix Small Sample Labeling Protocol VII and its quality was verified by capillary electrophoresis using a Bioanalyzer 2100 (Agilent). Sample preparation for cDNA preparation, hybridization, and detection to the Arabidopsis ATH1 GeneChip were according to Affymetrix (Santa Clara, CA) protocols. GeneChips were scanned using the Affymetrix 3000 7G GeneChip Scanner with Autoloader. Raw images (CEL format) were generated with Affymetrix GeneChip Operating Software.

The probeset summaries from the Affymetrix ATH1 Arabidopsis microarray data were computed using the RMA (Robust Multichip Average) method with quantile normalization [83]. Custom probeset definitions were used for data preprocessing [84]. All values subsequently analyzed were log_2_ scale expression levels. The multi-way significance analysis of microarrays (SAM) test was arranged to consider the *cpc try* dataset as one (hairless) class and the *gl3 egl3*, *wer myb23*, and *ttg* datasets as another (hairy) class [85]. Scores were analyzed in terms of False Discovery Rate (FDR) q-values [86]. For comparison of microarray datasets from individual genotypes, gene transcript levels were considered to be significantly different at a 5% FDR level and/or p<0.01.

Hierarchical clustering of the genes and samples was performed using the GenePattern suite of tools [87], [88]. GO term enrichment analysis was performed using an online tool at: http://amigo.geneontoloty.org/cgi-bin/amigo/term_enrichment with the TAIR GO annotations (http://www.arabidopsis.org/tools/bulk/go/index.jsp) and application of Fisher's exact test (http://en.wikipedia.org/wiki/Fishers_exact_test). Multidimensional scaling (MDS) of the triplicate sets of microarray data was performed using the MATLAB Statistics Toolbox (http://www.mathworks.com/help/toolbox/stats/mdscale.html) using data from the 208 core root epidermal genes.

### Bayesian Network Analysis

The Bayesian network analysis was performed using the Pebl software environment datasets (http://jmlr.csail.mit.edu/papers/v10/shah09a.html) [89], [90]. All of the microarray datasets from wild-type and knockout mutants (n = 66) were used to define interactions in a 219 node network, which included the 208 core root epidermal genes, 7 genes representing knockout mutants but not part of the core genes, 2 hormone treatments (ACC and IAA), and 2 morphological characters (hair length and degree of hair branching). The gene expression data was discretized to three states (low, medium, and high), the hormone and branching nodes were discretized into two states, and the hair length node was discretized into four states. The genes (nodes) that were knocked out in a particular sample were made explicit to the network learner. The phenotype nodes were constrained to be “child” nodes and the hormone treatments as “parent” nodes in the network; the remaining nodes were unconstrained. A combination of “greedy” and “simulated annealing” (SA) learners was used to learn the network structure from local environments. Several thousand hours of computation on an Apple G5 machine were used to examine more than 10^9^ random networks and find edges appearing in at least 40% of the 42,000 highest scoring networks. This required percentage was chosen because a higher percentage led to a large number of small networks, whereas a lower percentage led to a highly connected network. The connections in the final networks were identified using a consensus approach across all the top scoring networks.

The integrated regulatory network (presented in Figure 8) was primarily generated from the transcriptome perturbation experiments (using mutants and hormone treatments) and the temporal expression data (using sections along the longitudinal axis of the root). Gene clusters were defined by genes that shared a common transcriptional regulatory position (based on their response in the perturbation experiments) and a common zone of temporal expression. To simplify this model, only three developmental zones were used, by combining genes expressed in zones 1 and 2, zones 3 and 4, and zones 5 and 6 (as defined in Figure 7). The lists of specific genes in each cluster (A–N) are provided in Table S8, and the GO classes overrepresented in each cluster is given in Table S9.

### Microarray Data Accession Numbers

The microarray-based data generated in this study has been deposited in the Gene Expression Omnibus (http://www.ncbi.nim.nih.gov/geo/) under the series record GSE30547 and include accession numbers GSM757819 through GSM757893 containing data from 75 individual samples.

## Supporting Information

Figure S1 Phenotypic characterization of Arabidopsis mutant lines used for microarray gene expression analysis. (A) Images of individual root hairs from wild-type and mutant lines. The hairless *cpc try* and *rhd6* mutants are not included. Bar = 20 µm. (B) Percent of branched root hairs produced in mutant roots. For each line, 450–800 root hairs were examined. Mutants marked with an asterisk exhibited a significantly greater fraction of branched hairs than the wild type (p<0.005). The hairless *cpc try* mutant was not analyzed. (C) Pattern of root epidermal cell types in the wild-type and mutant lines. The percent of root-hair cells (gray bars) and the percent of non-hair cells (open bars) located in the H cell position and the N cell position are indicated. The *bHLH66* line is not included in panels B and C, because these data are presented in Figure 3.
(TIF) Click here for additional data file.

Figure S2 Expression of the *WER::GFP* transgene in the root epidermis of the Arabidopsis wild-type and mutant lines used in this study. Confocal microscope images at a median longitudinal view (left) and at an epidermal surface view (right) show that each of these exhibit a similar level and pattern of GFP accumulation. All images are at the same magnification. Bar = 50 µm.
(TIF) Click here for additional data file.

Figure S3 Cell type pattern in the root epidermis of bHLH mutants. The percent root hair cells and non-hair cells in the H and the N cell files was determined. Asterisks indicate lines with statistically significant differences (p<0.05).
(TIF) Click here for additional data file.

Figure S4 Effect of *gl2* on *MYB30* RNA accumulation. RT-PCR was used to assess the relative level of *MYB30* RNA in the seedling root of WT and *gl2* mutants. *ACTIN4* was used as a loading control (left lanes) and control samples lacking reverse transcriptase were also analyzed (right lanes). This image is a representative result from three separate trials.
(TIF) Click here for additional data file.

Figure S5 Heirarchical clustering of 208 core root epidermal genes from three replicates of ATH1 microarray assays for each of 18 mutant and wild-type lines (54 chips total). This represents an expansion of the data presented in Figure 4C, which depicts the mean expression values. The specific microarray sample numbers are indicated with the genotypes.
(TIF) Click here for additional data file.

Figure S6 Multidimensional scaling analysis of the 21 microarray datasets. Transcript accumulation data for the 208 core epidermal genes was analyzed from the 21 mutants, wild-type, and hormone treated lines. For each dataset, the round symbols indicate each of the three replicates and the square symbol represents the mean of the three replicates.
(TIF) Click here for additional data file.

Figure S7 Root hair length in root epidermis mutant lines. The number of root hairs measured within each length interval is indicated. For both A and B, the wild-type is shown by the blue bars.
(TIF) Click here for additional data file.

Figure S8 Genes present in the 208 gene list and five other root transcriptome gene lists. For each list, the genes overlapping with this study's 208 gene list is indicated. Green = hair genes. Yellow = non-hair genes. W = Won et al. [52], Y = Yi et al. [66], J = Jones et al. [67], D = Deal et al. [68], B = Brady et al. [64].
(TIF) Click here for additional data file.

Table S1 Arabidopsis root epidermis mutants analyzed in this study.
(DOC) Click here for additional data file.

Table S2 List of 1,582 root epidermis genes differentially expressed in the root epidermis of hairy versus hairless mutant lines.
(DOC) Click here for additional data file.

Table S3 List of significant Gene Ontology classes among 1,582 genes differentially expressed in the hairy versus hairless mutant lines.
(DOCX) Click here for additional data file.

Table S4 List of 208 core root epidermal genes.
(DOCX) Click here for additional data file.

Table S5 Genes significantly affected by mutations in downstream root epidermal genes.
(XLSX) Click here for additional data file.

Table S6 Gene Ontology (GO) terms overrepresented among the genes significantly affected by mutations in downstream genes.
(DOCX) Click here for additional data file.

Table S7 Mean root hair length in root epidermis mutants and wild type.
(DOCX) Click here for additional data file.

Table S8 Composition of gene clusters in the root epidermal network.
(XLSX) Click here for additional data file.

Table S9 Gene Ontology (GO) terms overrepresented among genes in the gene clusters in Figure 8.
(DOCX) Click here for additional data file.

Table S10 Overlap in gene lists identified in this study and other microarray studies. (A) Overlap with Won et al List [52]. (B) Overlap with the Yi et al List [66]. (C) Overlap with Jones et al List [67]. (D) Overlap with Deal et al List [68]. (E) Overlap with Brady et al List [64].
(XLSX) Click here for additional data file.

# Supplementary material for: A Gene Regulatory Network for Root Epidermis Cell Differentiation in Arabidopsis
**Source:** PLoS Genet. 2012 Jan 12;8(1):e1002446. doi: 10.1371/journal.pgen.1002446
**Supplement:** Table S1 — Arabidopsis root epidermis mutants analyzed in this study.

**Table S1.** Arabidopsis Root Epidermis Mutants Analyzed in this Study

| **Mutant Line** | **AGI**  **(Gene Name)** | **Nature of Mutation** * | **Reference** |
| --- | --- | --- | --- |
| *bhlh54-1* | At1g27740  (*bHLH54*) | T-DNA insertion in transcribed region (CS168205) | [1] |
| *bhlh66-1* | At2g24260  (*bHLH66*) | T-DNA insertion in transcribed region (SALK 006430) | [2] |
| *bhlh84-1* | At2g14760  (*bHLH84*) | T-DNA insertion in transcribed region (SALK 064296c) | This Study |
| *bhlh85-1* | At4g33880  (*bHLH85*) | T-DNA insertion in transcribed region (CS874457) | This Study |
| *bhlh69-1* | At4g30980  (*bHLH69*) | T-DNA insertion in transcribed region (SALK 029317c) | This Study |
| *bhlh82-1* | At5g58010  (*bHLH82*) | T-DNA insertion near 5’ end of transcribed region (SALK 015021) | This Study |
| *cobl9-1* | At5g49270 (*COBL9*) | T-DNA insertion in transcribed region (SALK 099933c) | [3] |
| *cow1-3* | At4g34580 (*COW1*) | T-DNA insertion in transcribed region (SALK 002124) | [4] |
| *cpc-1*  *try-82* | At2g46410  (*CPC*)  At5g53200  (*TRY*) | *cpc-1*: T-DNA insertion in transcribed region (CS6399)  *try-82*: base substitution causing nonsense mutation | *cpc-1* : [5]  *try-82* : [6,7] |
| *csld3-1* | At3g03050 (*CSLD3*) | T-DNA insertion in transcribed region (CS899) | [8] |
| *gl2-1* | At1g79840 (*GL2*) | Small deletion causing frameshift mutation (CS65) | [9,10] |
| *gl3-1*  *egl3-1* | At5g41315(*GL3*)  At1g63650 (*EGL3*) | *gl3-1*: base substitution causing truncated protein  *egl3-1*: base substitution causing nonsense mutation | *gl3-1*: [9] [11] *egl3-1*: [12] |
| *ire1-2* | At5g62310  (*IRE1*) | T-DNA insertion in transcribed region (SALK 044925c) | [13] |
| *lrx1-4* | At1g12040  (*LRX1*) | T-DNA insertion near 5’ end of the transcribed region (SALK 057038) | [14] |
| *mrh1-1* | At4g18640  (*MRH1*) | T-DNA insertion in transcribed region (SALK 004879) | [3]Jones et al Plant Journal 2006 |
| *mrh2-1* | At3g54870  (*MRH2*) | T-DNA insertion in transcribed region (SALK 035063c) | [3] |
| *mrh3-3* | At5g65090  (*MRH3*) | EMS-induced mutation (CS25249) | [3]; [15] |
| *myc1-1* | At4g00480  (*MYC1*) | T-DNA insertion in transcribed region (SALK 057388) | This Study |
| *rhd2-1* | At5g51060  (*RHD2*) | Base substitution causing nonsense mutation (CS2259) | [16] |
| *rhd6-1* | At1g66470  (*RHD6*) | T-DNA insertion (CS6347) | [17] |
| *ttg1-13* | At5g24520  (*TTG1*) | Fast neutron-induced deletion | [18] |
| *wer-1*  *myb23-1* | At5g14750  (*WER*)  At5g40330  (*MYB23*) | *wer-1*: EMS-induced nonsense mutation (CS6349)  *myb23-1*: T-DNA insertion in transcribed region (SALK 048592) | *wer-1*: [19]  *myb23-1*:[20] |

* The Arabidopsis stock center number or SALK number is indicated in parentheses.

REFERENCES

1. Yi K, Menand B, Bell E, Dolan L (2010) A basic helix-loop-helix transcription factor controls cell growth and size in root hairs. Nat Genet 42: 264-267.

2. Karas B, Amyot L, Johansen C, Sato S, Tabata S, et al. (2009) Conservation of lotus and Arabidopsis basic helix-loop-helix proteins reveals new players in root hair development. Plant Physiol 151: 1175-1185.

3. Jones MA, Raymond MJ, Smirnoff N (2006) Analysis of the root-hair morphogenesis transcriptome reveals the molecular identity of six genes with roles in root-hair development in Arabidopsis. Plant J 45: 83-100.

4. Grierson CS, Roberts K, Feldmann KA, Dolan L (1997) The COW1 locus of arabidopsis acts after RHD2, and in parallel with RHD3 and TIP1, to determine the shape, rate of elongation, and number of root hairs produced from each site of hair formation. Plant Physiol 115: 981-990.

5. Wada T, Tachibana T, Shimura Y, Okada K (1997) Epidermal cell differentiation in Arabidopsis determined by a Myb homolog, CPC. Science 277: 1113-1116.

6. Hulskamp M, Misra S, Jurgens G (1994) Genetic dissection of trichome cell development in Arabidopsis. Cell 76: 555-566.

7. Schellmann S, Schnittger A, Kirik V, Wada T, Okada K, et al. (2002) TRIPTYCHON and CAPRICE mediate lateral inhibition during trichome and root hair patterning in Arabidopsis. Embo J 21: 5036-5046.

8. Wang X, Cnops G, Vanderhaeghen R, De Block S, Van Montagu M, et al. (2001) AtCSLD3, a cellulose synthase-like gene important for root hair growth in arabidopsis. Plant Physiol 126: 575-586.

9. Koornneef M, Dellaert LW, van der Veen JH (1982) EMS- and radiation-induced mutation frequencies at individual loci in Arabidopsis thaliana (L.) Heynh. Mutat Res 93: 109-123.

10. Rerie WG, Feldmann KA, Marks MD (1994) The GLABRA2 gene encodes a homeo domain protein required for normal trichome development in Arabidopsis. Genes Dev 8: 1388-1399.

11. Payne CT, Zhang F, Lloyd AM (2000) GL3 encodes a bHLH protein that regulates trichome development in arabidopsis through interaction with GL1 and TTG1. Genetics 156: 1349-1362.

12. Zhang F, Gonzalez A, Zhao M, Payne CT, Lloyd A (2003) A network of redundant bHLH proteins functions in all TTG1-dependent pathways of Arabidopsis. Development 130: 4859-4869.

13. Oyama T, Shimura Y, Okada K (2002) The IRE gene encodes a protein kinase homologue and modulates root hair growth in Arabidopsis. Plant J 30: 289-299.

14. Baumberger N, Ringli C, Keller B (2001) The chimeric leucine-rich repeat/extensin cell wall protein LRX1 is required for root hair morphogenesis in Arabidopsis thaliana. Genes Dev 15: 1128-1139.

15. Ringli C, Baumberger N, Keller B (2005) The Arabidopsis root hair mutants der2-der9 are affected at different stages of root hair development. Plant Cell Physiol 46: 1046-1053.

16. Schiefelbein JW, Somerville C (1990) Genetic Control of Root Hair Development in Arabidopsis thaliana. Plant Cell 2: 235-243.

17. Masucci JD, Schiefelbein JW (1994) The rhd6 Mutation of Arabidopsis thaliana Alters Root-Hair Initiation through an Auxin- and Ethylene-Associated Process. Plant Physiol 106: 1335-1346.

18. Larkin JC, Walker JD, Bolognesi-Winfield AC, Gray JC, Walker AR (1999) Allele-specific interactions between ttg and gl1 during trichome development in Arabidopsis thaliana. Genetics 151: 1591-1604.

19. Lee MM, Schiefelbein J (1999) WEREWOLF, a MYB-related protein in Arabidopsis, is a position-dependent regulator of epidermal cell patterning. Cell 99: 473-483.

20. Kirik V, Lee MM, Wester K, Herrmann U, Zheng Z, et al. (2005) Functional diversification of MYB23 and GL1 genes in trichome morphogenesis and initiation. Development 132: 1477-1485.

# Supplementary material for: A Gene Regulatory Network for Root Epidermis Cell Differentiation in Arabidopsis
**Source:** PLoS Genet. 2012 Jan 12;8(1):e1002446. doi: 10.1371/journal.pgen.1002446
**Supplement:** Table S2 — List of 1,582 root epidermis genes differentially expressed in the root epidermis of hairy versus hairless mutant lines.

**Table S2.** List of 1582 Root Epidermis Genes Differentially Expressed in the Root Epidermis of Hairy vs. Hairless Mutant Lines

# Supplementary material for: A Gene Regulatory Network for Root Epidermis Cell Differentiation in Arabidopsis
**Source:** PLoS Genet. 2012 Jan 12;8(1):e1002446. doi: 10.1371/journal.pgen.1002446
**Supplement:** Table S3 — List of significant Gene Ontology classes among 1,582 genes differentially expressed in the hairy versus hairless mutant lines.

**Table S3.** List of Significant Gene Ontology Classes among 1582 Genes Differentially Expressed in Hairy vs. Hairless Mutant Lines.

# Supplementary material for: A Gene Regulatory Network for Root Epidermis Cell Differentiation in Arabidopsis
**Source:** PLoS Genet. 2012 Jan 12;8(1):e1002446. doi: 10.1371/journal.pgen.1002446
**Supplement:** Table S4 — List of 208 core root epidermal genes.

**Table S4.** List of 208 Core Root Epidermal Genes.

* An “H” indicates preferential transcript accumulation in the hairy mutants; an “N” indicates preferential transcript accumulation in the hairless mutant (*cpc try*).

** “Yes” indicates that an RHE exists within 1kb upstream of the gene’s AUG start codon, based on data from Won et al 2009.

# Supplementary material for: A Gene Regulatory Network for Root Epidermis Cell Differentiation in Arabidopsis
**Source:** PLoS Genet. 2012 Jan 12;8(1):e1002446. doi: 10.1371/journal.pgen.1002446
**Supplement:** Table S6 — Gene Ontology (GO) terms overrepresented among the genes significantly affected by mutations in downstream genes.

**Table S6.** Gene Ontology (GO) Terms Overrepresented Among the Genes Significantly Affected by Mutations in Downstream Genes*.

*Mutants not shown did not yield gene sets with significant overrepresentation of any GO classes.

# Supplementary material for: A Gene Regulatory Network for Root Epidermis Cell Differentiation in Arabidopsis
**Source:** PLoS Genet. 2012 Jan 12;8(1):e1002446. doi: 10.1371/journal.pgen.1002446
**Supplement:** Table S7 — Mean root hair length in root epidermis mutants and wild type.

**Table S7.** Mean Root Hair Length in Root Epidermis Mutants and Wild Type.

| **Genotype** | **Mean Root Hair Length (mm)** | **Standard Deviation * (mm)** |  |
| --- | --- | --- | --- |
| WT (Columbia) | 0.37 | 0.19 |  |
| *cobl9* | 0.25 | 0.12 |  |
| *cow1* | n.d. | n.d. |  |
| *cpctry* | n.d. | n.d. |  |
| *csld3* | 0.08 | 0.04 |  |
| *gl2* | 0.40 | 0.19 |  |
| *gl3 egl3* | 0.44 | 0.21 |  |
| *ire* | 0.20 | 0.11 |  |
| *lrx* | 0.28 | 0.13 |  |
| *mrh1* | 0.25 | 0.12 |  |
| *mrh2* | 0.21 | 0.12 |  |
| *mrh3* | 0.17 | 0.11 |  |
| *rhd2* | 0.07 | 0.04 |  |
| *rhd6* | n.d. | n.d. |  |
| *ttg1* | 0.61 | 0.19 |  |
| *wer myb23* | 0.28 | 0.17 |  |

* n.d. = not determined, due to difficulty in measuring the infrequent or unusually shaped hairs.

# Supplementary material for: A Gene Regulatory Network for Root Epidermis Cell Differentiation in Arabidopsis
**Source:** PLoS Genet. 2012 Jan 12;8(1):e1002446. doi: 10.1371/journal.pgen.1002446
**Supplement:** Table S9 — Gene Ontology (GO) terms overrepresented among genes in the gene clusters in Figure 8.

**Table S9.** Gene Ontology (GO) Terms Overrepresented Among Genes in the Gene Clusters in Figure 8.

| **Gene Cluster** | **p-value** | **Gene Ontology (GO) Class** | **Genes** |
| --- | --- | --- | --- |
| Cluster A | 0.01182 | 0009505 plant-type cell wall | AT1G26770, AT3G54400, AT4G32460 |
| Cluster B | 0.0036 | 0009505 plant-type cell wall | AT1G65310, AT3G49220, AT3G61820 |
|  | 0.0077 | 0006073 cellular glucan metabolic process | AT1G65310, AT1G10550 |
|  | 0.014 | 0016798 hydrolase activity, acting on glycosyl bonds | AT1G65310, AT1G10550 |
| Cluster F | 0.0932 | 0016787 hydrolase activity | AT2G37440, AT1G15040 |
| Cluster H | 7.7e-07 | 0048765 root hair cell differentiation | AT5G49270, AT2G03720, AT5G65090, AT3G54870 |
|  | 4.8e-05 | 0006468 protein amino acid phosphorylation | AT2G41970, AT4G27290, AT5G61350, AT3G46760, AT1G04700, AT3G07070, AT4G25160, AT1G35670, AT5G61550, AT1G16440 |
|  | 3.1e-04 | 0016301 kinase activity | AT2G41970, AT5G61350, AT3G46760, AT5G62310, AT3G07070, AT4G25160, AT1G35670, AT5G61550, AT1G16440 |
|  | 0.0039 | 0005875 microtubule associated complex | AT1G73860, AT3G54870, AT1G09170 |
|  | 0.007 | 0003777 microtubule motor activity | AT1G73860, AT3G54870, AT1G09170 |
|  | 0.0263 | 0005089 Rho guanyl-nucleotide exchange factor activity | AT1G79860, AT2G45890 |
|  | 0.0282 | 0009932 cell tip growth | AT5G49270, AT5G65090 |
|  | 0.0429 | 0010053 root epidermal cell differentiation | AT5G49270, AT5G65090 |
|  | 0.0465 | 0006904 vesicle docking during exocytosis | AT5G13150, AT5G13990 |
| Cluster I | 6.3e-12 | 0005199 structural constituent of cell wall | AT5G06640, AT3G54580, AT4G13390, AT1G12040, AT3G62680, AT1G54970, AT5G35190 |
|  | 4.2e-06 | 0009664 plant-type cell wall organization | AT5G06640, AT3G54580, AT4G13390, AT5G35190 |
|  | 1.1e-04 | 0012505 endomembrane system | AT3G54580, AT4G13390, AT4G18640, AT5G67400, AT4G02270, AT1G18940, AT1G62980, AT4G25820, AT4G19680, AT3G54040, AT5G35190, AT4G29180, AT4G40090, AT1G35330 |
|  | 0.0045 | 0010054 trichoblast differentiation | AT1G12040, AT3G62680 |
|  | 0.0049 | 0005576 extracellular region | AT4G25790, AT1G62980, AT4G33730 |
|  | 0.0351 | 0009505 plant-type cell wall | AT1G12040, AT5G04960, AT3G10710 |
| Cluster J | 0.0128 | 0007242 intracellular signaling cascade | AT1G65180, AT4G14980 |
| Cluster N | 5.7e-06 | 0006073 cellular glucan metabolic process | AT4G28850, AT5G57530, AT5G57540 |
|  | 1.9e-05 | 0016798 hydrolase activity, acting on glycosyl bonds | AT4G28850, AT5G57530, AT5G57540 |
|  | 0.0015 | 0005618 cell wall | AT4G28850, AT5G57530, AT5G57540 |
|  | 0.0016 | 0005975 carbohydrate metabolic process | AT4G28850, AT5G57530, AT5G57540 |
|  | 0.0138 | 0004601 peroxidase activity | AT1G34510, AT5G22410, AT5G22410 |
|  | 0.0187 | 0012505 endomembrane system | AT1G34510, AT4G28850, AT5G22410, AT5G57540 |
|  | 0.0376 | 0006979 response to oxidative stress | AT1G34510, AT5G22410 |

How the deposited data were processed for this re-analysis (not part of the article)

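Root epidermal cells sorted for WER::GFP were measured on Affymetrix ATH1 arrays, 3 for each of 25 groups. Of the 75 arrays, 63 came from Michigan (21 groups) and 12 from Duke (4 groups). Per the authors, the log2 values were made by robust multichip averaging with quantile normalization on probe sets redefined to 1 per gene, and they were used as deposited, with no further scaling. Each value is a log2 signal, and 64 control probe sets were left out, which left 21440 genes. Array medians and percentiles differed between the facilities and, less, between arrays of 1 facility, so the values of Duke and Michigan were fitted apart. How the normalization of the facilities was divided is not stated and was not settled here.

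Computations were made in R 4.3.3 with limma 3.58.1. For each facility a linear model with 1 mean per group was fitted to all of its arrays (lmFit), the spread of each gene was moderated over genes (eBayes), and p-values were adjusted over all genes by the Benjamini-Hochberg method. Wherever a passage gives a limma p-value, it comes from this moderated test. The hairy lines wer myb23, gl3 egl3 and ttg were compared with cpc try at 1% FDR. Lines were compared with wild type at 2-fold and 5% FDR, rhd6 with cpc try at 2-fold and 2% FDR, and the hormone treatments with MS at 2-fold and 0.5% FDR. Following the paper, 2-fold alone was used for core genes in rhd6 against wild type and in gl2 against cpc try. For gl2 against the hairy lines the paper used a 3-way SAM with 1.3-fold, and here 1.3-fold against each hairy line was used, without a test, which is a different rule. Core genes are the 208 of Table S4, 154 hair and 54 non-hair genes. Fold changes are differences of mean log2 values, and standard errors are those of limma, in log2 units.

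Precision was limited by 3 arrays per group. The median standard error of a difference between groups of 3 was 0.48 over the core genes, and genes near the lowest signals carry little information on decreases. The fits were tested on simulated data with 200 changed genes. SAM was written for this work, with a fudge constant and permuted labels, from 20 permutations for 3 arrays against 3 and 100 of 220 for 3 against 9. Comparisons that share control arrays were set against 100 simulated draws of unchanged groups that share 3 arrays. Correlations with root hair length used the lengths of Table S7 and 1e+05 permutations of 13 lines. Whether the p-values adjusted over the core genes rest on as many permutations is not recorded.

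The alternatives were chosen before the data were examined, except SAM on the core genes alone and fold change over 2 alone, which were chosen after seeing the data. They were the replicate number as a block, a fit of only the groups compared, SAM, a filter on dim genes, a median shift, quantile normalization of the arrays fitted, the array series of the sample labels as a factor, an unadjusted p under 0.01, adjustment over the core list alone, arithmetic means of unlogged values, 2-fold with 5% FDR, fold change without the FDR in the core filter, another distance, lengths on a log scale, and leaving out each array in turn.

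Genes named are those the paper names in its text, Tables 1 and S1 or Figure 8, the GL2-independent and cluster N genes, the mutated genes, and for a list over all genes at most the 3 largest changes in each direction among genes past the threshold whose replicates do not overlap. Genes outside this rule are said to be chosen after their values were seen. Gene order and names came from the TAIR10.1 annotation, in which 21222 loci were matched. Tests of linked genes counted called genes within 500 measured genes of a mutated locus against 10000 circular shifts, and tests of blocks counted called genes with another 3 to 20 places away against 1000 random placements. A list of 12 ground tissue genes was compared with 10000 random lists of equal expression. The microscopy and reporter results were not analysed here. The value of 1 gene within the rule for named genes is not reported here.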

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

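The tests for called genes linked to the mutated locus in rhd6, csld3, mrh3, ttg and gl2, and for absence of root hairs in rhd6 with separate controls, were chosen only after the result was seen. The p-values for linked genes, cpc try included, are not corrected for the number of tests. The results here are a difference between the facilities, and differences in genes outside the core list, which the paper does not report on.

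The difference between the hairy lines and cpc try was not the same at both facilities for 43 core genes, by a test of the interaction at 5% FDR in limma, and for 604 of all genes. All 43 differences were smaller at Duke. Over the core genes the slope of the Duke differences on the Michigan differences was 0.73, and 163 of 208 were smaller at Duke. After quantile normalization of all 24 arrays together the slope was 0.89, 12 core genes (255 of all genes) were past 5% FDR, 11 of them smaller at Duke, and 132 of 208 were smaller there. Differing distributions of the values may therefore be part of the pattern, but whether they are all of it cannot be told apart from a difference in the plants or the sorting, since facility and growth conditions go together and 12 genes were past the threshold after it. No biological explanation was tested. For both facilities, the splits of the arrays exclude chance as the source of the hairy and hairless counts (1 of 100 splits each, the real one). These splits were made in a fit of only the hairy and hairless classes, where the real split gave 858 genes at Michigan and 183 at Duke, and the others at most 52 and 35.

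In rhd6, 287 genes outside the core list were past 2-fold and 5% FDR against wild type, 93 higher and 194 lower, led by AT2G15555 (7.18), AT3G28320 (6.66), AT5G19100 (4.95), AT1G73490 (-5.42), GSTU14 (-5.16) and ACLA-2 (-4.30). The number was 185 without rhd6 replicate 2 and 174 without wild-type replicate 1. Within 500 measured genes of RHD6 lay 44 of them, where 13.5 were expected (permutation p = 0.0331, from circular shifts), and 53.3% had another called gene 3 to 20 places away, against a median of 38.7% at random (permutation p = 0.000999, the smallest that 1000 placements can give). In cpc try, also hairless, 54.4% were changed more than 2-fold in the same direction against wild type, but both lines share the wild-type arrays there. Against the hairy lines at Michigan, which rhd6 does not share, the value was 49.1%, with 66% of the lower and 14% of the higher genes, and at Duke it was 25.4%, with 33.5% and 8.6%. For the genes called in csld3 it was 18.2% at Michigan, with 20.4% of the lower and 14% of the higher. At Duke it was 6.65% for csld3, with 8.21% of the lower and 3.72% of the higher. Absence of root hairs is a candidate explanation for many of the lower genes. The low shares of the higher genes argue against it as their main source. Their share was no larger than that of csld3 at Michigan, but it was larger at Duke. For the list as a whole, absence of root hairs cannot be told apart from other effects, as the share at Michigan lies near 50%. DNA of another accession around the mutated locus or elsewhere is a candidate explanation for part of the list. The accession of each line was not analysed here.

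In csld3, 617 genes outside the core list were called, 215 higher and 402 lower, with AT2G15555 (7.63), BCAT7 (3.47), AT2G14490 (3.45), CSLD3 (-7.08), JAL33 (-5.26) and AT3G11370 (-4.82) at the ends. The number depended on single arrays. It was 123 without csld3 replicate 1, 1235 without csld3 replicate 3, 1038 without wild-type replicate 1, 178 without wild-type replicate 2 and 131 without wild-type replicate 3. Near CSLD3 lay 32 called genes, where 19.5 were expected (permutation p = 0.129), so linked alleles cannot be told apart from an even spread with this many calls. Called neighbours were found for 68.9%, against 64.6% at random (permutation p = 0.026), which may reflect blocks of another accession for a small part of the list. The bursting of hair cells stays open as an untested biological explanation.

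The rhd6 and csld3 lists shared 58 genes in the same direction and 0 in opposite directions. The wild-type arrays that both lines share are not the whole source, since 55.2% of these genes (32) were past the thresholds in the same direction with separate sets of other lines as controls, and 100 simulated draws gave at most 1 shared gene.

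In mrh3, 418 such genes were called, 208 higher and 210 lower, with AT3G28320 (5.6), AT4G29200 (5.32), ADH1 (4.41), CYP705A5 (-7.27), THAS1 (-6.45) and AT5G45500 (-6.20) at the ends. Near MRH3 lay 24 where 14.3 were expected (permutation p = 0.143), so linkage cannot be told apart from an even spread at this number of calls. Called neighbours were found for 66.8%, against 50.7% at random (permutation p = 0.000999), which is consistent with blocks of another accession's genome, and the effect of the mutation stays open beside it.

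In ttg, 185 genes were called, 51 higher and 134 lower, with AT3G28320 (7.27), AT5G41660 (4.37), AT3G28310 (3.60), DMR6 (-6.31), AT5G43030 (-5.76) and AT5G24490 (-5.22) at the ends. Near TTG1 lay 30 where 8.68 were expected (permutation p = 0.0215), and 50.5% had called neighbours, against 26.1% at random (permutation p = 0.000999). Alleles of another accession are a candidate explanation for the genes near TTG1. A deletion was tested beside it, since Table S1 gives ttg1-13 as a deletion. The Michigan values were taken against wild type and the Duke values, for want of a wild type there, against the other hairy lines. Of 31 measured genes around TTG1, 4 were then over 4-fold lower at both facilities. They were AT5G24430 (-4.88 at Michigan, -2.94 at Duke), AT5G24450 (-5.10, -3.25), TTG1 (-4.97, -2.91) and DMR6 (-6.31, -3.15). Against the other hairy lines at both facilities, AT5G24500 (-2.28, -2.26) was over 4-fold lower too. The unbroken run held only 2 of the 4, TTG1 and DMR6, and several genes between were not low at both. Without the 4-fold limit, 5 neighbouring genes were lower than in wild type at Michigan past 5% FDR, AT5G24490, AT5G24500 (-1.99), AT5G24510 (-1.67), TTG1 and DMR6. At Duke the first 3 of them differed from the other hairy lines by -1.50, -2.26 and -0.09 (adjusted p = 0.0207, 0.000152 and 0.729 in limma). TTG1 and DMR6 were past 5% FDR there too (adjusted p = 6.99e-06 and 0.00644 in limma), so that only AT5G24510 was not. A deletion that spans TTG1 and its neighbours cannot be told apart from differing alleles, as genes near background show no loss and AT5G24430 and AT5G24450 lie apart from the run. AT5G24430, AT5G24450, AT5G24500 and AT5G24510 were chosen after their values were seen. Loss of TTG1 function stays open for the other genes.

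In gl2, 41 genes were called, 21 higher and 20 lower, with AT3G28320 (4.29), CYP708A3 (3.07), CYP71B22 (2.91), DR4 (-3.80), AT3G19370 (-3.49) and AT1G73530 (-3.46) at the ends. Near GL2 lay 5 where 1.15 were expected (permutation p = 0.0485), so alleles of another accession linked to the mutated locus may account for these few. Called neighbours were found for 14.6%, against 4.88% at random (permutation p = 0.159), and with 41 genes blocks elsewhere cannot be told apart from an even spread. AT3G28320 was also among the largest increases in rhd6, mrh3 and ttg, and AT2G15555 led the increases in rhd6 and csld3. All these lines were compared with the same wild-type arrays, so such shared genes do not speak for any 1 mutation. Loss of GL2 stays open as an untested explanation for the other genes.

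In cpc try, 707 genes were called against wild type, 230 higher and 477 lower. Near TRY lay 52 where 33.1 were expected (permutation p = 0.0489), and near CPC 22 where 21.4 were expected (permutation p = 0.456). Read as for the other lines, the genes near TRY may include linked alleles and those near CPC show no excess, so linkage cannot be told apart from an even spread for the line as a whole. Called neighbours were found for 69.3%, against 70% at random (permutation p = 0.672). This argues against blocks of another accession's genome as the main source of the list. With so high a share at random, blocks that make up a small part of the list could not be seen. The densest stretch of 100 genes, on chromosome 3, held 14 called genes where 3.3 were expected, and it was not tested. Absence of root hairs stays open for these genes.

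With IAA, 391 genes outside the core list were past 2-fold and 5% FDR against MS, 212 higher and 179 lower, with AT4G16260 (3.41), PLA2A (3.11), CCP3 (2.93), AT3G61100 (-2.02), CPZ (-1.92) and AT1G22980 (-1.87) at the ends. Any array of the comparison moved this number. It was 1 without IAA replicate 1, 3125 without IAA replicate 2, 26 without IAA replicate 3, 25 without MS replicate 1, 184 without MS replicate 2 and 4 without MS replicate 3. With ACC, 83 were called, 80 higher and 3 lower, AT1G70450 (3.70), SOM (3.49), AT4G31360 (-1.37), MOT1 (-1.33) and AT1G68430 (-1.05) among them, and the number was 31 without ACC replicate 1 or 2, 45 without MS replicate 1 and 28 without MS replicate 3. No technical explanation was tested for these lists beyond the alternatives, and the hormones themselves stay open as the biological one.

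Between rhd6 moved to MS and rhd6 not moved, 253 genes outside the core list were called, 80 higher and 173 lower, with AGO4 (1.85), ATGSTF13 (1.81), AT2G39670 (1.73), AT5G26220 (-3.41), AT1G71140 (-3.35) and DIN2 (-2.92) at the ends. With 1 core gene this makes 254 genes. With the array series of the labels as a factor 0 were called by limma (3064 at an unadjusted p under 0.05), all 254 kept their direction and 169 stayed over 2-fold, and the standard errors grew by a median factor of 1.26. SAM called 1612. No rhd6 array was in a series shared with the moved plants, so a difference between array series is a candidate explanation, and an effect of the transfer or of age stays open too. Among the core genes, 40 hair genes were more than 2-fold lower after transfer.

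Leaving out arrays was run for the lists of rhd6, csld3, IAA and ACC, and not for those of mrh3, ttg, gl2, cpc try and the transfer to MS.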

How the results depend on the processing

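SAM on the core genes alone and fold change over 2 alone were chosen only after the result was seen. No result reversed its direction under any alternative. Where a value below moved, the cause was not tested, unless it is given. The replicate block, the median shift, quantile normalization of the arrays fitted and arithmetic means moved no count by more than 1.5 times. With the replicate block, 880 genes differed between hairy and hairless lines at Michigan, 666 at Duke and 1311 at either, and 51 core genes were called over the 11 mutants. Whether replicate numbers pair the arrays was checked in 30 comparisons by the correlation of arrays of the same number. The median was 0.06 and the range -0.67 to 0.55, and in 5 comparisons every pair was above 0.1, so the block was kept as an alternative. For rhd6 against wild type the correlations were 0.49, 0.47 and 0.55, so a pairing is not excluded there, and its main test ignores it.

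A fit of only the groups compared has fewer arrays to estimate the spread. It gave 183 genes at Duke and 954 at either facility. It gave 11 hair genes between rhd6 and cpc try, 0 core genes in cobl9, 8 in csld3, 6 in myc1 and 25 over all mutants, and 3 cluster N combinations. For IAA and for both hormones it gave 0, where limma with all arrays gave 23. Outside the core list it gave 42 genes in csld3, 0 with IAA, 441 with ACC and 745 over rhd6, csld3, IAA and ACC. SAM gave 0 core genes in cobl9, 1 in mrh1, 20 in mrh3, 11 in myc1 and 87 over all mutants, 0 with IAA, 97 with ACC and 0 with both, and outside the core list 0 with IAA and 622 with ACC. These alternatives need a test, so the fold results for rhd6, gl2 and the GL2-independent genes have no value under them.

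Leaving out dim genes, which tests fewer genes, gave 1007 genes outside the core list with IAA. The array series as a factor gave 6 core genes in mrh3 and 357 genes outside the list in csld3. Adding 5% FDR to 2-fold left 4 non-hair genes higher in rhd6. An unadjusted p under 0.01 is a looser threshold by construction. It gave 2898 genes at Michigan, 2549 at Duke and 4413 at either. Over the mutants it gave 123 core genes, of which 2 were in bhlh66, 5 in cobl9, 3 in cow1, 59 in csld3, 3 in ire1, 5 in lrx1, 3 in mrh1, 9 in mrh2, 23 in mrh3, 6 in myc1 and 5 in rhd2. It gave 16 cluster N combinations, 100 core genes with IAA, 101 with ACC and 94 with both. Outside the list it gave 477 genes in rhd6, 1266 in csld3, 1474 with IAA, 301 with ACC and 3518 over the 4. Adjustment over the list alone covers fewer genes. It gave 3 in cobl9, 66 in csld3 and 89 over all mutants, and 83 with IAA, 94 with ACC and 79 with both.

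SAM on the core genes alone, chosen after seeing the data, gave 8 core genes in cobl9, 3 in cow1, 90 in csld3, 3 in ire1, 3 in lrx1, 3 in mrh1, 2 in mrh2, 32 in mrh3, 12 in myc1, 6 in rhd2 and 162 over all mutants, with 20 cluster N combinations. It gave 102 with IAA, 109 with ACC and 96 with both. Fold change over 2 alone, also chosen after seeing the data, gave 13 in bhlh66, 29 in cobl9, 13 in cow1, 90 in csld3, 13 in ire1, 20 in lrx1, 12 in mrh1, 39 in mrh2, 50 in mrh3, 16 in myc1, 25 in rhd2 and 320 in all. It gave 45 cluster N combinations, 1 for the early regulators, 114 with IAA, 113 with ACC and 104 with both.

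With 1 array left out, a group of 3 is left with a pair, and the spread is pooled over the groups. The hairy and hairless count lay between 477 (without cpc try replicate 3) and 1230 at Michigan, between 210 (without cpc try replicate 3) and 1488 (without wer myb23 replicate 2) at Duke, and between 1015 (without Michigan cpc try replicate 3) and 2136 at either. At Michigan it was also 502 without cpc try replicate 2. At Duke it was also 395 and 252 without cpc try replicate 1 or 2, and 421, 399 and 456 without ttg replicate 1, 2 or 3. The total over the mutants lay between 20 (without wild-type replicate 3) and 72, with 26 without csld3 replicate 1 and 25 without wild-type replicate 2. In csld3 it lay between 9 (without csld3 replicate 1) and 54, with 12 and 10 without wild-type replicate 2 or 3. In mrh3 it lay between 5 (without wild-type replicate 1 or 3) and 12. In cobl9 it was 0 without cobl9 replicate 3 or wild-type replicate 3 and 1 otherwise, and in bhlh66 it was 1 without bhlh66 replicate 1 and 0 otherwise. Cluster N combinations lay between 0 (without wild-type replicate 3) and 7, with 3 without csld3 replicate 1 or 2 and 1 without wild-type replicate 2. GL2-independent genes lay between 3 (without gl3 egl3 replicate 1) and 11 (without gl2 replicate 1).

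With IAA, and with both hormones, the count lay between 0 (without IAA replicate 1, MS replicate 1 or MS replicate 3) and 32. With ACC it lay between 26 (without ACC replicate 2 or MS replicate 1) and 48, and was 27 without MS replicate 3. Outside the core list the counts lay between 174 (without wild-type replicate 1) and 277 in rhd6, with 185 without rhd6 replicate 2. In csld3 they lay between 123 (without csld3 replicate 1) and 1235 (without csld3 replicate 3), with 1038, 178 and 131 without wild-type replicate 1, 2 or 3. With IAA they lay between 1 (without IAA replicate 1) and 3125 (without IAA replicate 2), with 26 without IAA replicate 3 and 25, 184 and 4 without MS replicate 1, 2 or 3. With ACC they lay between 28 (without MS replicate 3) and 65, with 31 without ACC replicate 1 or 2 and 45 without MS replicate 1. Over these 4 comparisons together, 1378 genes as reported, they lay between 771 (without wild-type replicate 2) and 4122 (without IAA replicate 2), with 842 without csld3 replicate 1, 775 without wild-type replicate 3 and 902 and 880 without MS replicate 1 or 3.

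Of the single genes named, none reversed. Fewer were past the threshold with only the groups compared (13 genes lost), SAM (8), the array series or the replicate block (3 each), the median shift (2), and dim genes left out or quantile normalization (1 each). The last was AT1G16360 in rhd6, which was also under 2-fold without rhd6 replicate 2 or wild-type replicate 2, with a log2 difference between 0.96 and 1.08. More were past it with the unadjusted p (20 gained), SAM (5), the list alone (4) and dim genes left out (1). RHS19 (AT5G67400), RHS13 (AT4G02270) and AT1G30870 were called with IAA, and these calls were lost without IAA replicate 1, MS replicate 1 or MS replicate 3, with log2 differences between 2.88 and 4.02, 2.86 and 3.98, and 2.31 and 3.04. The 3 groups farthest from wild type were rhd6, rhd6 on MS and cpc try under every alternative run for them, but their order changed with 1 minus Pearson's correlation, which put rhd6 on MS before cpc try. The correlation of AT1G16360 with length was -0.919 after the median shift, -0.836 after quantile normalization and -0.817 with lengths on a log scale. Signals near the lower end of the arrays limit decreases, as the 5th percentile lay near 2.89 at Michigan and 3.9 at Duke.

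For the comparisons of 3 arrays with 3, which make 10 splits, no share under 0.1 can be reached whatever the values, so this test could not exclude chance and speaks neither for nor against the calls, which rest on limma's p-values or on fold change. This holds for rhd6 (1 of 10 in each of its 3 counts), for gl2 against cpc try, IAA, ACC, cobl9, cow1, csld3, ire1, lrx1, mrh2, mrh3 and myc1 (1 of 10 each), and for bhlh66, mrh1 and rhd2 (10 of 10), where no gene was called and every split counts as large. The splits counted changes in either direction, which for rhd6 against wild type gave 126 hair and 16 non-hair genes, and for rhd6 against cpc try they counted all hair genes past the thresholds (50) and not only the unaltered ones. For the GL2-independent genes, where 100 splits were made, chance was not excluded, with 21 of 100 splits as large, 6 genes in the real split and up to 23 in another. That test was changed after its first value was seen, because its first form did not count genes as the result does. The first form gave 24 of 100 splits, with 16 genes in the real split and up to 29 in another, and led to the same reading.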

Differences from the paper's values

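The settings SAM on the core genes alone and fold change over 2 alone, and the unlogged scale for Table 1, were chosen only after the result was seen. Among the counts that differ by more than 1.5 times, the paper gives 90 core genes for both hormones, and 23 were called here. For IAA the sums of the parts of Fig. 5C, read by eye, give about 97 as the paper's value, against 23 here, and for ACC about 98 in Fig. 5C, against 51 here. Of the alternatives set before the data were examined, an unadjusted p under 0.01 (94 for both, 100 for IAA, 101 for ACC) and adjustment over the list alone (79, 83 and 94) did not differ from the paper's values. SAM did not differ for ACC (97) and differed for IAA and for both. The replicate block, only the groups compared, dim genes left out, median shift, quantile normalization, the array series, arithmetic means and each array left out differed for all 3. SAM on the core genes alone (96, 102 and 109) and fold change over 2 alone (104, 114 and 113), both chosen after seeing the values, did not differ. How many of the paper's hormone genes they drop was not counted, since the paper gives only their totals.

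For the mutants the paper's text and Table S5 give 10 core genes in bhlh66, 24 in cobl9, 13 in cow1, 86 in csld3, 15 in ire1, 18 in lrx1, 3 in mrh1, 2 in mrh2, 40 in mrh3, 16 in myc1 and 23 in rhd2, and 250 over the 11 lines, as the paper's values. The counts here were 0 in bhlh66, 1 in cobl9, 1 in cow1, 37 in csld3, 1 in ire1, 1 in lrx1, 0 in mrh1, 1 in mrh2, 10 in mrh3, 1 in myc1 and 0 in rhd2, and 53 over the lines. For bhlh66, mrh1 and rhd2, limma had 17, 13 and 15 core genes at an unadjusted p under 0.05, SAM called 0, 1 and 0, and the fit of only the groups compared 0 in each. Of the alternatives set before the data were examined, these did not differ from the paper's value. They were an unadjusted p under 0.01 for csld3 (59) and mrh1 (3, of which 0 are among the paper's 3), the list alone for csld3 (66), and SAM for myc1 (11). All others differed, for these lines, for bhlh66, cobl9, cow1, ire1, lrx1, mrh2, mrh3 and rhd2, and for the total.

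SAM on the core genes alone, chosen after seeing the values, did not differ for csld3 (90), mrh1 (3), mrh2 (2), mrh3 (32) and myc1 (12), and drops 4, 2, 1, 8 and 4 of the genes Table S5 gives for these lines, and 100 of the paper's 250 over all lines. Fold change over 2 alone, chosen after seeing the values, did not differ for bhlh66 (13), cobl9 (29), cow1 (13), csld3 (90), ire1 (13), lrx1 (20), mrh3 (50), myc1 (16), rhd2 (25) and the total (320). It drops 2 of the paper's genes in cobl9, 1 in cow1, 4 in csld3, 2 in ire1, 2 in myc1, 3 in rhd2 and 0 in the others, 14 of 250 in all, and adds 84.

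Several settings called genes that the paper calls and that were not called here. As reported, 53 calls held 51 of the paper's 250. The unadjusted p held 106, SAM on the core genes alone 150 (chosen after seeing the values), fold change over 2 alone 236 (chosen after seeing the values), SAM 85, the list alone 85, dim genes left out 56, the arithmetic mean 51, quantile normalization 50, the replicate block 49, median shift 43, the array series 42 and only the groups compared 25.

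For cluster N, Table S5 gives 38 combinations of a gene and a mutant called lower, as the paper's value, against 6 here. Of the alternatives set before the data were examined, none reached it, the nearest being the unadjusted p (16). Fold change over 2 alone (45), chosen after seeing the values, did not differ from it. By fold change the mutants had 6 of 6 genes lower in cobl9, csld3, lrx1, mrh2, mrh3 and rhd2, 5 in ire1 and 2 each in cow1 and mrh1. The paper's Table S5 gives 0 in mrh2, 6 in ire1 and 1 each in cow1 and mrh1. The fold setting drops 1 of the paper's combinations in ire1.

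Values of Table 1 also came out differently. Table 1 gives a false discovery rate above 1% to EGL3, MYC1 and RHD6 at Duke and to bHLH59 at Michigan, where the adjusted p-values from limma were 0.0092, 0.00366, 1.28e-05 and 0.00543 here. At Duke the paper's fold change was 12.5 for MYC1 and 7.4 for EGL3, against 7.41 and 4.42 here from means of log2 values. The arithmetic mean of each line, set before the data were examined, gave 8.34 and 4.86. On the unlogged scale, as the mean of the 9 hairy arrays over that of the 3 cpc try arrays, computed after seeing the values, they were 12.5 and 7.43 here.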

Other observations

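The test of AT3G44990 was chosen only after the result was seen, and the others in this part were not. XTH31 (AT3G44990) was called in 8 of the 11 mutants, more than any simulated draw of lines sharing 3 controls (95th percentile 2, maximum 5), and it was chosen after its values were seen. Its log2 value was 5.86 ± 0.34 (SD, n = 3) in wild type and between 3.86 and 5.02 in the other groups, and its mean was lower in 20 of the 20 other Michigan groups. The wild type differed from the mean of the others by 1.41 (adjusted p = 0.000109 in limma), while the others did not differ among themselves at 5% FDR (adjusted p = 0.0593). A candidate explanation is that the shared wild-type arrays are out of place for this gene, so that its calls are 1 observation and not 8. Whether the plants or the arrays differed was not tested.

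The low number of calls in the mutants was set against the spread of the wild-type arrays. Wild type ranked 20 of 21 groups by the median SD over the core genes, so an unusually large spread of these arrays is not the source. The fit shares 1 estimate of the spread per gene over all 21 groups, so this check does not cover the other groups. The mrh2 arrays, with a median SD of 1.21, enter that estimate for every line. For the 6 cluster N genes, the shared wild-type arrays were tested as a source of the decrease in most mutants. Simulated unchanged lines gave a 95th percentile of 4 core genes more than 2-fold lower in 6 or more of 9, where 11 were observed. This argues against chance in the shared arrays as the whole source, though 1 draw reached 13. The 6 genes were also lower in myc1, outside the 9, by log2 differences between -1.55 and -0.46. In gl2 the differences lay between -0.33 and 0.46, and in bhlh66 between -1.80 and 0.04. Wild-type arrays that are high for these genes therefore stay open as part of the source. For IAA and ACC, the shared MS arrays gave a 95th percentile of 0.85 for the correlation, below the observed one, and no draw reached it (maximum 0.89). An effect of the mutations and of the hormones stays open as the hypothesis.

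For AT1G16360, the level of the hair genes was tested as the source of its correlation with hair length. Given the mean of the hair genes, the partial correlation was -0.859 (permutation p = 4e-04, 13 lines), so the general level of the hair genes is not the source.

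Ground tissue cells among the sorted cells of lrx1 were tested with 12 ground tissue genes listed beforehand. Their median log2 difference from wild type was 0.02 in lrx1, with 6 of 12 higher, at the percentile 18 of random lists of equal expression. The list was thus not among the highest, but genes that go both ways decide nothing, and such cells in lrx1 cannot be told apart from none. CO2 was higher by 0.78, NUC by 0.76 and a cortex protease (AT1G09750) by 0.65, and CASP5 was lower by -0.49. SCR was at 5.85 in lrx1 and 5.52 in wild type, and CASP1 at 6.24 and 6.63. The percentile in lrx1 was the highest of the 11 lines, the others lying between 0.02 and 7.82. No biological explanation was tested.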
